# Comparison of transcriptomic landscapes of different lamb muscles using RNA-Seq.

**DOI:** 10.1371/journal.pone.0200732

**Published:** 2018-07-24

**Authors:** Eileen Armstrong, Andres Iriarte, Paula Nicolini, Jorge De Los Santos, Javier Ithurralde, Alejandro Bielli, Gianni Bianchi, Francisco Peñagaricano

## Abstract

Transcriptome deep sequencing is a powerful tool for exploring the genetic architecture of complex traits. Gene expression patterns may explain a high degree of the observed phenotypic differences in histochemical and metabolic parameters related to meat quality among different muscles. In this study, we sequenced by RNA-Seq the whole transcriptome of nine lamb muscles: Semimembranosus (SM), Semitendinosus (ST), Cranial gluteobiceps, Gluteus medius (GM), Rectus femoris, Supraspinatus (SS), Longissimus lumborum (LL), Adductor and Psoas major. Significant gene expression differences were detected between almost all pairwise comparisons, being more pronounced between SS and ST, SM and LL, and ST and GM. These differences can be explained in terms of ATPase and glycolytic activities, muscle fiber typing and oxidative score, clustering muscles as fast glycolytic, intermediate or slow oxidative. ST showed up-regulation of gene pathways related to carbohydrate metabolism, energy generation and protein turnover as expected from a fast white muscle. SS showed myosin isoforms typical of slow muscles and high expression of genes related to calcium homeostasis and vascularization. SM, LL and GM showed in general intermediate gene expression patterns. Several novel transcripts were detected, mostly related to muscle contraction and structure, oxidative metabolism, lipid metabolism and protein phosphorylation. Expression profiles were consistent with previous histochemical and metabolic characterization of these muscles. Up-regulation of ion transport genes may account for significant differences in water holding capacity. High expression of genes related to cell adhesion, cytoskeleton organization, extracellular matrix components and protein phosphorylation may be related to meat yellowness and lower tenderness scores. Differential expression of genes related to glycolytic activity and lactic acid generation among fast, intermediate and slow muscles may explain the detected final meat pH differences. These results reveal new candidate genes associated with lamb meat quality, and give a deeper insight into the genetic architecture of these complex traits.

## Introduction

High and consistent quality are critical for the sheep meat industry, which could be achieved through improving breeding strategies and management procedures but also by identifying genes that can help to predict meat quality [1]. The latter is especially critical in sheep, as little is known about its genome and gene expression profiles compared to cattle, pig or poultry.

Meat quality involves several complex traits, difficult to improve and control. Transcriptome deep sequencing is a powerful tool for unraveling the genetic architecture of these traits. Gene expression patterns explain a high degree of the observed phenotypic variation, and thus the identification of genes and metabolic pathways involved could help to improve this product [2–4].

Previous studies of gene expression profiles in sheep muscle include comparisons between different breeds through RNA-Seq [5–7], and muscle microarray-based studies of callipyge vs. wild-type lambs [8, 9] and microRNAs [10]. Sun et al. (2016) found 960 genes differentially expressed (DE) in Longissimus dorsi muscle from two Chinese sheep breeds that differ greatly in meat production traits, mostly related to muscle growth, muscle cell differentiation, metabolic properties and cellular components [7]. In a similar study comparing muscle Biceps brachii in divergent sheep breeds, most DE genes were involved in structural and metabolic pathways [5, 6]. Differences in gene expression between callipyge and wild-type lambs related mostly to muscle fiber type conversion and muscle growth [8, 9]. Zhang et al. (2015) found 22 miRNA highly expressed in sheep Biceps femoris muscle, some of which were associated with meat production performance [10]. To our knowledge, there are no studies that compare general expression profiles of different sheep muscles under normal conditions, as has been done in other species [11].

In mouse, transcriptome deep sequencing of a fast muscle (Quadriceps) in comparison with a slow one (Soleus) showed pronounced differences in overall gene expression, especially in genes related to muscle contraction, carbohydrate metabolism and different types of non-coding RNA [11].

Mammalian skeletal muscles differ in their contractile and metabolic properties, mainly related to speed of contraction and resistance to fatigue. In a previous study, Ithurralde et al. (2015, 2017) studied fiber content and type among lamb muscles with different histochemical and meat quality characteristics [12, 13]. The authors demonstrated the existence of specific intermuscular differences in fiber typing and meat quality in sheep. How these properties relate to gene expression profiles and ultimately to meat quality is largely unknown, and this knowledge is of great interest for the meat industry. In this study we sequenced the whole transcriptome of nine different muscles that belong to highly valuable cuts in unrelated male lambs using RNA-Seq technology, in order to associate gene expression patterns with histochemical properties, metabolic parameters and meat quality characteristics. Our results indicate that transcription profiles differ between muscles, especially according to their metabolism and main fiber types, and that the detected gene expression differences may explain part of the muscle phenotypic variation observed.

## Materials and methods

### Sample collection, muscle fiber typing and meat quality measures

All animal experimental procedures were approved by the Animal Experimentation Committee (CHEA, Universidad de la República, Montevideo, Uruguay). Muscle samples were collected in a previous study by Ithurralde et al. (2015, 2017) [12, 13] from four unrelated Poll Dorset cross-bred lambs, raised on grasslands. Animals were acquired from different flocks. After weaning they received soy crop and grain sorgum supplementation until slaughter, with final live weights ranging from 67 to 72 kg at 14 months old. Samples were collected immediately (within 30 minutes) after slaughter from the mid superficial belly of the following muscles: Semimembranosus (SM), Semitendinosus (ST), Cranial Gluteobiceps (GB), Gluteus medius (GM), Rectus femoris (RF), Supraspinatus (SS), Longissimus lumborum (LL), Adductor (AD) and Psoas major (PM). The anatomical location of the muscles sampled is presented as supplementary material (S1 Fig). Samples were embedded in RNAlater solution (Ambion) and stored at -20°C until RNA extraction.

Histochemical tests for fiber typing, fiber morphometric analysis and meat quality determination were performed by Ithurralde et al. (2015, 2017)[12,13].

### RNA extraction, library generation and sequencing

Muscle samples were frozen in liquid nitrogen and thoroughly ground to powder using mortar and pestle. Total cellular RNA was isolated and purified with TRIzol® Reagent in conjunction with PureLink RNA Mini Kit (Cat.12183018A). To avoid genomic DNA contamination, eluted RNA was treated with DNase-free DNase Set (QIAGEN). RNA yield and quality were measured through an Agilent 2100 Bioanalyzer (Model G2939B).

Libraries from individual samples were sequenced with Illumina’s HiSeq 2000 at Macrogen (Korea), by means of 100 pb paired-end reads, in 4 lanes and 9 samples per lane. Libraries were barcoded and multiplexed before sequencing.

### Mapping reads to the sheep reference genome

Sequencing reads were mapped to the sheep (*Ovis aries*) reference genome (Oar_v3.1) using the software Tophat (v2.0.13) [14, 15]. Following [16] and [17], two consecutive rounds of alignments were performed in order to maximize sensitivity to splice junction discovery. Briefly, novel splice junctions were initially discovered in each sample, and then these novel splice junctions plus known splice junctions from Ensembl annotation were combined and supplied to Tophat for a second round of alignment. This strategy allows a full utilization of the novel junctions identified in the samples.

### Assembly of the transcripts and estimation of the abundance

Transcript models were reconstructed using Cufflinks (v2.2.1) [18]. This software recreates a set of transcript models that best explain the sequencing alignments observed in the samples. The reference ovine annotation (GTF file) was merged with sample assemblies with the purpose of combining annotated (known) transcripts with novel transcript units. This approach maximizes the quality of the final assembly [16, 17]. Finally, in each muscle sample, the total number of reads that effectively mapped to each gene described in the final assembly was calculated using the python script *htseq-count* [19].

### Gene expression analysis

Differentially expressed genes (DEG) between muscles were detected using the *R* package *edgeR* (v.3.12.0) [20]. Briefly, *edgeR* uses the trimmed mean of M-values (TMM) as RNA-Seq normalization method, calculates gene wise negative binomial dispersion parameters using an empirical Bayes procedure, and fits generalized linear models followed by likelihood ratio tests for detecting differentially expressed genes [21]. This study consisted in a paired design because pairwise comparisons were performed between muscles, and each animal in the study posed both muscles. In this context, the likelihood ratio test detected genes that were differentially expressed between muscles, adjusting simultaneously for differences between animals. This test can be viewed as a generalization of a paired t-test. This experimental design increases the statistical power and reduces potential confounder effects. The *P*-values were adjusted for multiple testing using the Benjamini-Hochberg procedure [22].

Gene and protein functions were taken mainly from Ensembl browser and UniProt database (http://www.uniprot.org/).

### Gene set enrichment analysis

The significant enrichment of Gene Ontology (GO) functional terms with genes that showed differential expression between muscles of interest was analyzed using a Fisher’s exact test. Significant genes with FDR ≤ 0.05 and Ensembl annotations were tested against the background set of all expressed genes with Ensembl annotations. The analysis was performed using the *R* package *goseq* [23].

### Validation by RT-PCR

Eight genes that showed highly significant differential expression between ST and SS (the most contrasting muscles in terms of metabolic and histochemical properties according to Ithurralde et al., 2015, 2017 [12, 13]) were chosen for validation of the RNA-Seq results: myozenin 2 (*MYOZ2*), myosin light chain 2 (*MYL2*), myosin light chain 3 (*MYL3*), tropomyosin 3 (*TPM3*), myosin light chain 6 (*MYL6*), troponin T1 (*TNNT1*), troponin C1 (*TNNC1*) and methyl transferase-like 21C (*METTL21C*). The same muscle samples used for RNA-Seq were used for validation of differential expression. The validation was performed using quantitative real-time PCR (qPCR) conducted with theCorbett Rotor-Gene 6000 system (QIAGEN). A total of 1μg RNA from each sample was used to synthesize cDNA using the SuperScript®III Transcriptase (Invitrogen) with primers Oligo-dT (Invitrogen) following the manufacturer’s instructions. Primers (S1 Table) to specifically amplify cDNA of target genes were designed using the Primer3 software (http://bioinfo.ut.ee/primer3/) based on ovine genome sequences (Oar_v3.1/oviAri3) available from UCSC Genome Browser (https://genome.ucsc.edu). Primers were designed to cross exon-exon junctions to minimize the potential of amplifying genomic DNA. Real-time PCR reactions were performed in a total volume of 15 μl containing 2 uL (20 ng) cDNA, 1uL forward and reverse primer mix (300nM each), 4.5 uL PCR water and 7.5 μL QuantiFast SYBR Green 2x qPCR Master Mix, QIAGEN), using the following standard amplification conditions for all sets of primers: 5 min at 95°C and 40 cycles of 15 s at 95°C, 45 s at 60°C and 20 s at 72°C. Dissociation curves were run on all samples to detect primer-dimers, contamination or presence of other amplicons. For each gene assessed, samples were run in triplicate. Each run disc included a triplicate pool of cDNA from all ST and SS samples assayed (exogenous control) and a duplicate non-template control (NTC). Gene ACTB (β-actin) [24] was used as the housekeeping gene (endogenous control). Gene expression was measured by relative quantification (2-ΔΔCt method, [25]) to the exogenous control and normalized to the endogenous control. Amplification efficiencies (E = [10-1/slope-1]) for all genes were estimated by linear regression (Rotor Gene 6000 Q Software 1.7.75) of a triplicate cDNA standard curve (n = 5 dilutions, from 100 to 6.25ng/tube). Amplification efficiencies ranged from 0.94 to 1.10. The intra-assay %CVs between triplicates were < 2%.

## Results and discussion

### Overall evaluation of gene expression in different muscles

Whole transcriptomes from nine different muscles of four unrelated cross-bred lambs were successfully sequenced using RNA-Seq technology. 

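RNA was sequenced from 9 muscles of each of 4 lambs, giving 36 samples with 4 biological replicates per muscle, and each lamb contributed all 9 muscles. The authors aligned the reads to the Oar_v3.1 assembly with Tophat, assembled transcripts with Cufflinks so that loci absent from the Ensembl annotation were kept, and counted reads per locus with htseq-count. Their deposited values are whole-number counts with no normalization. They cover 31136 assembled loci, of which 24763 carry an Ensembl gene identifier and 6373 do not. A locus that overlaps several Ensembl genes is listed once for each of them with the same counts, so 394 repeated entries were removed and each locus was used once. Loci with too few counts were removed with edgeR's filterByExpr by muscle, leaving 12461 loci. Library sizes were normalized by the TMM method, and a model with muscle and animal as factors was fitted to all 36 samples. Muscles were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with differentially expressed genes (DEG) defined by an FDR of at most 0.01 and an absolute log2FC above 1, the thresholds of the paper. Expression is given as CPM, the counts scaled to the TMM-normalized library size, as mean ± SD over the 4 animals. The SE given beside a log2FC is that of the 4 within-animal differences in log2 CPM, computed with a prior count of 2, which compresses the differences of loci with few counts relative to the fitted log2FC. The files identify loci by assembled locus and Ensembl identifier without gene symbols, so a symbol was assigned where the coordinates in the paper's tables fell wholly or almost wholly within those of a single tested locus of the kind listed, with or without an Ensembl gene.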

Sequencing data can be accessed through NCBI GEO with accession number GSE112500. A summary of sequencing read alignments to the reference genome is presented in S2 Table. 

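The counts of each sample sum exactly to its number of uniquely mapped reads in S2 Table for all 36 samples. Totals ranged from 3699148 to 6427422 counts per sample, with a median of 5905902. Within muscles the totals of the 4 animals ranged from 4407709 to 6360548 in SM (median 5641142), from 4905225 to 6407360 in ST (median 5654022) and from 4250216 to 5985584 in GB (median 5660722). They ranged from 4018634 to 6350738 in GM (median 6149082), from 5256304 to 6304546 in RF (median 6042718) and from 4316863 to 6151666 in SS (median 5690267). In the remaining muscles they ranged from 5317026 to 6378073 in LL (median 6032560), from 3699148 to 6427422 in AD (median 5990212) and from 4118178 to 6209124 in PM (median 5497102). Animal 1 had the lowest total in each of the 9 muscles. Most counts fell on 4 short loci without an Ensembl gene, which held between 65.7% and 78.3% of a sample's counts. The counts left for all other loci ranged from 1009232 to 2151731 per sample, and loci with an Ensembl gene took 19.1% to 29.9%. Between 17217 and 21922 loci had at least 1 count in a sample. A locus with 3 counts in a sample corresponds to 0.365 to 1.02 CPM, depending on the TMM-normalized library size of the sample, and lower expression cannot be told from 0 at this depth.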

The number of uniquely mapped reads that were effectively used for the gene expression analysis ranged between 4 and 6 million per sample. This number of mapped reads is enough to accurately quantify moderate to highly expressed genes (e.g., [26]). Indeed, for gene expression, sequencing depth is much less important than replication [27], and so, we preferred to include more animals (i.e. more biological replicates per muscle) than increasing read coverage.

Controlling false discovery rate (FDR) at 1%, Fig 1 shows the total number of genes that showed at least a 2-fold expression difference (Fold Change > 2) in each pairwise comparison. 

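Summed over the 36 pairwise comparisons, 3316 DEG were detected, and the median comparison had 55. These calls involved 1175 different loci. Over the alternatives, the sum was lowest without animal in the model, with 1285 calls, and highest with the likelihood ratio test applied to only the 8 samples of the muscles compared, with 7110 calls. With that test and all 36 samples in the fit, the sum was 5297.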

Significant differences were detected between almost all muscle comparisons. 

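At least 1 DEG was found in 34 of the 36 comparisons. In a joint test of all 9 muscles, 1212 of 12461 loci (9.73%) differed among muscles at an FDR of at most 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).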

While some muscles show very similar expression patterns, with no genes differentially expressed (AD *vs*. GM) or very few (e.g. 4 genes between GB and GM, 11 genes between AD and LL, and 12 between AD and PM), some others show striking differences; for example, there were 479 differentially expressed genes between SM and SS, 395 between ST and GM, 385 between SS and ST, and a total of 379 between SS and LL.

**Fig 1:**
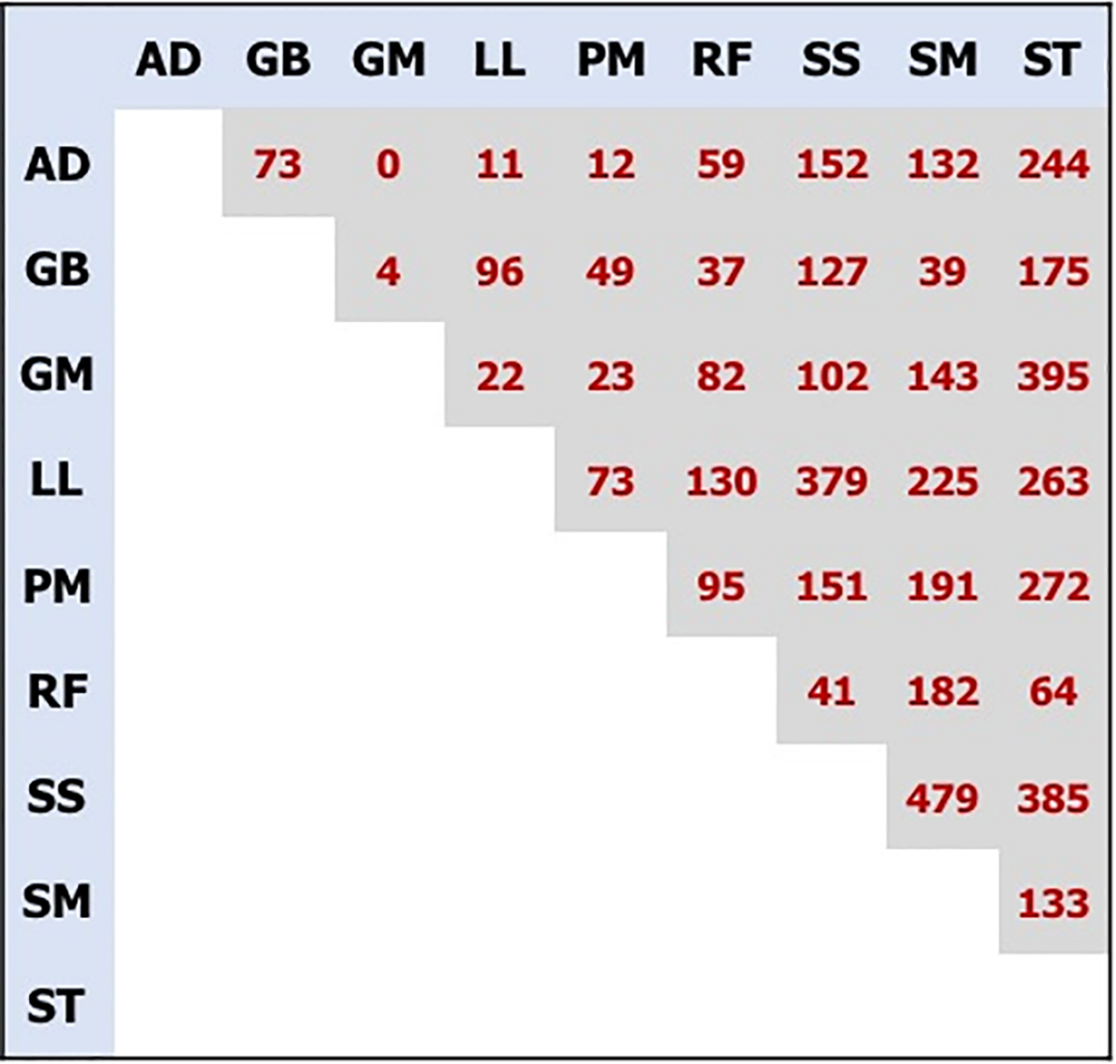
Total number of significant genes detected in each pairwise comparison. Controlling false discovery rate (FDR) at 1%, the matrix shows the total number of genes that showed at least a 2-fold expression difference (Fold Change > 2) in each pairwise comparison. SM: Semimembranosus, ST: Semitendinosus, GB: cranial Gluteobiceps, GM: Gluteus medius, RF: Rectus femoris, SS: Supraspinatus, LL: Longissimus lumborum, AD: Adductor, PM: Psoas major. (File: Fig 1.tiff).

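No locus passed the thresholds between AD and GM, where the number of DEG was 0 and 1168 of 12461 loci had an unadjusted p under 0.05. The number was also 0 between GB and GM, with 984 loci at an unadjusted p under 0.05. AD and LL differed in 3 DEG, and AD and PM in 5. The comparison of SM with SS gave 375 DEG, 65 of them higher in SM and 310 higher in SS. Between ST and GM there were 275 DEG, 80 of them higher in ST and 195 higher in GM. ST and SS differed in 280 DEG, 85 of them higher in ST and 195 higher in SS. LL and SS differed in 299 DEG, 155 of them higher in LL and 144 higher in SS. All these counts come from the fit with animal as a block. Samples of the same animal deviated together from their muscle means, with a mean correlation of 0.236 over 144 pairs of samples, against -0.0777 for samples of different animals and muscles, a contrast that centering on the muscle means ties to the first value. Without the block, the counts were 136 for SM and SS, 101 for ST and GM, 129 for ST and SS, 175 for LL and SS, 3 for AD and PM and 2 for AD and LL. The paper used a likelihood ratio test. With that test and the block on all 36 samples, the counts were 510 for SM and SS and 416 for ST and GM. There were 393 for ST and SS, 381 for LL and SS, 14 for AD and PM and 11 for AD and LL. GB and GM then differed in 4 loci, and AD and GM in 1.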

Alternative multidimensional scaling (MDS) analyses were performed in order to visualize the overall relationship between the samples under study (Fig 2). The MDS plot displaying the 36 samples clearly shows that the greatest variation is explained by the animal effect, but within each animal, the muscles are usually separated following the same pattern, e.g. SS and ST are consistently very different (Fig 2, left). 

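In an MDS of the 36 samples on the 500 loci that differed most within each pair, dimension 1 held 14.7% of the variance. Differences between animals accounted for 39.5% of the variance of the samples' positions on dimension 1 and differences between muscles for 34.2%. On dimension 2 the shares were 54.2% between animals and 28.9% between muscles. With all 12461 loci in the MDS, animals and muscles accounted for 61.3% and 24.5% of dimension 1 and for 23.2% and 52.2% of dimension 2. With a common set of 500 loci for all pairs, they accounted for 27.6% and 35.3% of dimension 1 and for 54.2% and 31.6% of dimension 2. Taken locus by locus in log2 CPM, the median share of variance was 15.4% between animals and 28.7% between muscles. With 4 animals and 9 muscles, no effect of either would give 8.57% and 22.9% on average.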

Note that this is a paired design study, and hence, differentially expressed genes were detected adjusting simultaneously for differences between animals. The MDS plot based on the set of DEG shows that both dimensions clearly separate muscles SS, SM, ST, GM and LL, with the other four muscles in intermediate positions (Fig 2, right).

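An MDS of the 9 muscle means was made on the 1175 loci called in any comparison. Dimension 1 held 35.6% of the variance and dimension 2 27.4%. Distance from the center of the plot, in log2 CPM units, was 24.2 for ST, 21.4 for SS, 13.5 for LL and 12 for SM. AD lay at 10.5, RF at 9.78, PM at 9.05, GM at 8.76 and GB at 3.46. The positions are means of 4 animals and carry no test of their separation.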

**Fig 2:**
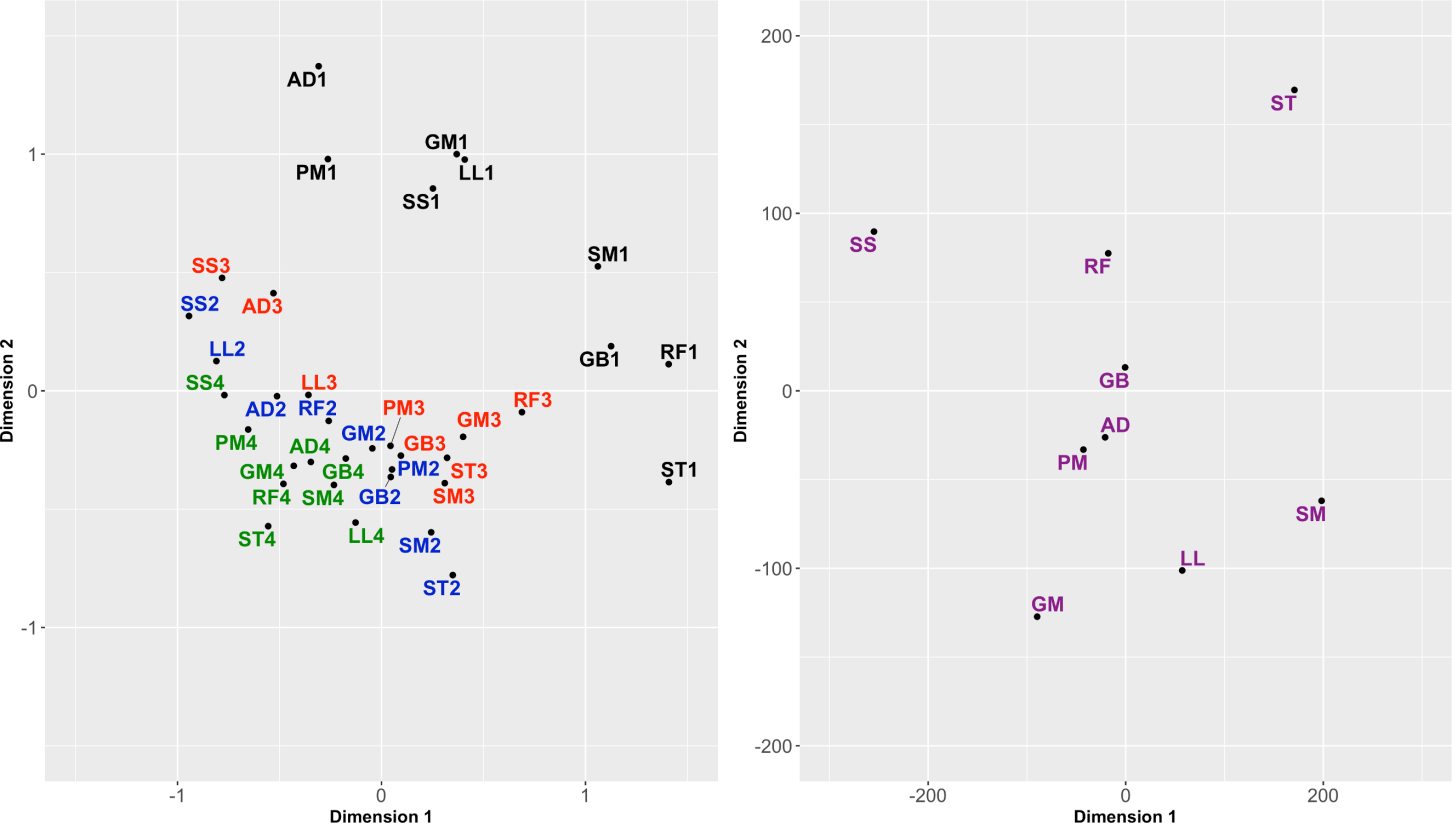
Multidimensional scaling (MDS) plot showing the relative similarities of the muscles under study. Using all the samples (left) and using the set of differentially expressed genes (right). SM: Semimembranosus, ST: Semitendinosus, GB: cranial Gluteobiceps, GM: Gluteus medius, RF: Rectus femoris, SS: Supraspinatus, LL: Longissimus lumborum, AD: Adductor, PM: Psoas major. (File: Fig 2.tiff).

There is a great agreement between dimension 1 of the MDS plot and the ATPase (contraction speed) and glycolytic activities of these muscles; in particular, SS has the lowest ATPase activities and also the lowest glycogen synthetase, phosphorylase, and phosphofructokinase activities, while SM and ST have the highest ATPase and also the highest phosphorylase, glycogen synthetase, and phophofructokinase activities [28]. 

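On dimension 1 of the MDS of muscle means, ST was at 24.1 and SM at 9.58, and RF followed at 4.42. SS was at -8.59, close to AD at -8.62, GM at -8.23 and PM at -7.98. GB and LL were in between at -1.23 and -3.45. The paper relates dimension 1 to the ATPase and glycolytic activities of the muscles, which were not analysed here.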

Dimension 2 clearly separates SM, LL and GM from ST and SS. 

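On dimension 2, LL was at 13.1, SM at 7.21 and GM at 2.99, whereas ST was at -1.96 and SS at -19.6. AD (5.96) and PM (4.27) lay on the side of LL, and RF (-8.72) and GB (-3.23) on the side of SS.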

According to [28], SM and Longissimus dorsi are considered fast twitch red muscles, having characteristics typical of fast muscles (high ATPase and high glycolytic activity) but also of slow muscles (high oxidative activity). Ithurralde et al. (2015) found LL (lumbar portion of Longissimus dorsi) within the cluster of fast glycolytic muscles, as well as GM, and clustered SM within fast red muscles [12]. However, the three muscles showed high oxidative fiber proportion and high oxidative scores, as well as high glycolytic fiber proportion. Although being a fast-glycolytic muscle, ST showed extreme values and significant differences in terms of fiber type and morphology in comparison with both GM and LL [12].

Interestingly, MDS plots showed a very similar pattern to the principal component analysis presented by Ithurralde et al. (2017), in which they study the general relationships between meat quality traits and fiber typing across muscles [13]. In agreement with the present gene expression analysis, the muscles clustered in three main categories, with SS, ST and SM clearly separated. SS showed typical values of slow oxidative muscles, SM is an intermediate fast red muscle, and ST is a typical fast glycolytic muscle [12]. As will be seen later on, the observed differences in gene expression profiles could well be related to these metabolic and histochemical properties.

### Functional characterization of differently expressed genes between pairs of muscles

The following analyses will focus on the muscles that showed the highest differences in terms of gene expression (ST, SS, SM, LL and GM).

Table 1 shows the 30 most significant differentially expressed genes (threshold: FDR < 1%) between ST and SS, all of them with fold change > 2 (log_2_FC >1). 

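Of the loci called between ST and SS, 113 (40.4%) had no Ensembl gene, against 25.4% of the loci tested. MYOZ2, on chromosome 6 from 6264895 to 6303407 of Oar_v3.1, had 2.71 ± 1.6 CPM in ST and 53.9 ± 14.1 CPM in SS (log2FC -4.34, SE 0.24, FDR = 1.2e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 4 animals had less MYOZ2 in ST, and the log2FC stayed between -4.53 and -4.16 with each animal left out in turn. TMEM2 was higher in ST (log2FC 1.40, SE 0.16, FDR = 3.8e-08 in the same test). MYOM3 and KIAA1217 were higher in SS, with log2FC of -3.01 (SE 0.22) and -1.58 (SE 0.27). Of loci matched to no gene the paper names for this comparison, the lowest p belonged to the Ensembl gene ENSOARG00000005814 on chromosome 22 from 15995348 to 16019759, with 7.86 ± 3.06 CPM in ST and 26.7 ± 2.62 CPM in SS (log2FC -1.79, SE 0.25, FDR = 9.7e-09 in the same test). The next was ENSOARG00000019971 on chromosome 8 from 19396081 to 19553431, with 33.2 ± 6.32 CPM in ST and 95.8 ± 7.58 CPM in SS (log2FC -1.53, SE 0.18, FDR = 1.7e-07 in the same test). MYLK3 was paired with a locus that covers its end coordinate in Table 1 but not its start, and that locus had a log2FC of -3.75 (SE 0.41).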

Several genes that were up regulated in SS are related to muscle tissue structure, including myosin heavy chain 7B and troponin T1, C1 and I1, all common isoforms of slow muscle cells [29], and in agreement with previous transcriptome studies in sheep muscle [6] and in mice [11].

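TNNT1, on chromosome 14 from 59547242 to 59556889, had 23.1 ± 6.93 CPM in ST and 224 ± 54.5 CPM in SS (log2FC -3.27, SE 0.078, FDR = 1.2e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For TNNC1, on chromosome 19 from 48403558 to 48406316, expression was 28.5 ± 7.72 CPM in ST and 272 ± 67 CPM in SS (log2FC -3.25, SE 0.15, FDR = 1.6e-06 in the same test). TNNI1, on chromosome 12 from 78585640 to 78596742, had 5.59 ± 3.47 CPM in ST and 59.8 ± 18.5 CPM in SS (log2FC -3.43, SE 0.21, FDR = 2.0e-05 in the same test). All 4 animals had more of each troponin in SS. The paper's coordinates for MYH7B lie within those of 2 loci with Ensembl genes, and the files do not say which of them carries that name. The locus with ENSOARG00000011188 was higher in SS (log2FC -4.32, SE 0.25, FDR = 1.6e-05), whereas the locus with ENSOARG00000011695 did not differ (log2FC 0.023, SE 0.19, FDR = 0.951, both from the same test).

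**Figure D1:**
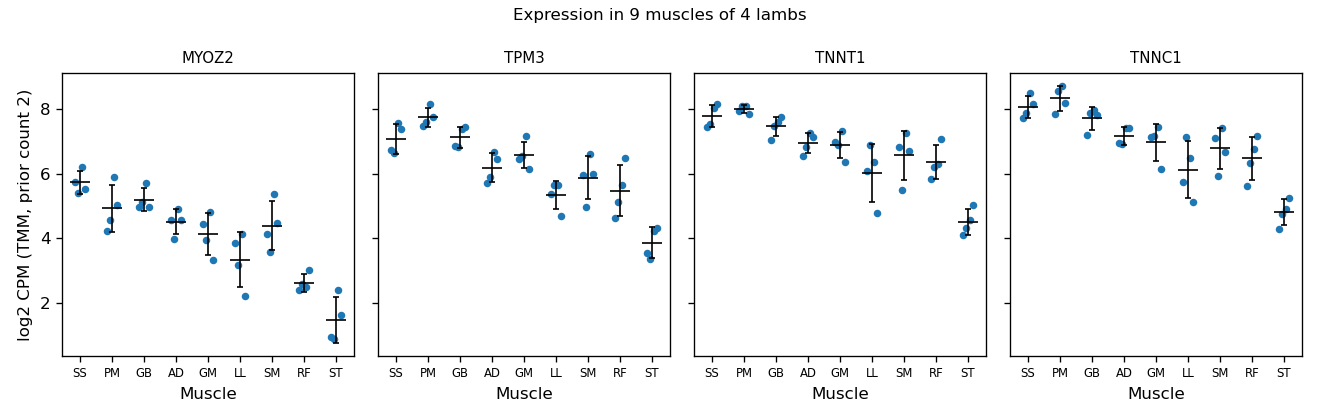
Expression of MYOZ2, TPM3, TNNT1 and TNNC1 as TMM-normalized log2 CPM (y axis, prior count 2) in the 9 muscles (x axis). Points are the 4 animals, horizontal lines are means and bars are ±1 SD. The lowest mean of each gene is in ST, and mean TNNT1 is 4.51 in ST and 7.78 in SS.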

**Table 1:** Top 30 most significant genes detected in Semitendinosus (ST) *vs*. Supraspinatus (SS) pairwise comparison. Positive log_2_ fold change (Log_2_FC) means higher expression in ST *vs*. SS.

Functional Characterization	Gene Name	Chr.	Coordinates	Log_2_FC	P value
Myofibril assembly; actin binding.	MYOZ2	6	6265305–6302669	-4.29	2.95E-41
Regulation of transcription, development and morphogenesis.	HOXD8	2	132876251–132877353	4.17	3.96E-31
Muscle fiber development; myofibril assembly; striated muscle contraction.	MYL2	17	54295568–54303068	-3.78	6.04E-30
Regulation of striated muscle contraction; muscle structure development.	MYL3	19	52560400–52569198	-4.25	8.08E-29
Sarcomere organization.	MYLK3	14	4550957–14594827	-3.74	1.73E-27
Muscle contraction; cytoskeleton organization.	TPM3	1	103049267–103067657	-3.20	9.56E-27
Muscle fiber organization.	MYL6	3	163096468–163101729	-3.84	2.44E-25
Carbohydrate catabolic process; protein phosphorylation.	CHI3L1	12	352663–366834	3.77	7.03E-25
Development and morphogenesis; neuromuscular processes.	HOXC10	3	132378989–132383129	7.33	3.36E-22
Cell differentiation; cytoskeleton organization.	CCDC63	17	54257918–54295514	-3.80	3.97E-21
Cytoskeleton protein; cell-cell adhesion.	PDLIM1	2	239847424–239852355	-1.75	8.12E-20
Regulation of skeletal muscle contraction; transition fast to slow fibers.	TNNT1	14	59548305–59556856	-3.24	3.37E-19
Motor activity.	MYH7B	13	63837807–63862044	-4.29	4.05E-19
Sarcoplasmic reticulum calcium ion transport; transition fast to slow fibers; muscle cell development; regulation of muscle contraction.	ATP2A2	17	53803322–53859050	-2.82	7.37E-19
Cell to cell adhesion.	TMEM2	2	64376666–64436803	1.44	1.26E-18
Post transcriptional modifications.	U6 snRNA	14	25336001–25350065	-4.35	2.31E-18
Regulation of skeletal muscle contraction; transition fast to slow fibers; regulation of muscle filament sliding speed.	TNNC1	19	48403558–48406316	-3.21	3.92E-18
Transition fast to slow fibers; striated muscle contraction and development.	TNNI1	12	78591681–78596742	-3.40	7.18E-18
Regulation of release of sequestered calcium ion into cytosol by sarcoplasmic reticulum; regulation of membrane repolarization; sarcomere organization.	CASQ2	1	92171986–92243108	-2.74	6.28E-16
	NTU	1	230473614–230478546	-4.39	3.33E-15
Protein methylation.	METTL21C	10	78274732–78283255	-5.25	6.10E-15
Sarcomere organization.	IGFN1	NA	NA	3.26	7.48E-15
Regulation of skeletal muscle contraction; transition fast to slow fibers; regulation of slow-twitch skeletal muscle fiber contraction and filament sliding.	OMYHCS	NA	NA	-3.50	1.11E-14
Chemical synaptic transmission; negative regulation of phosphatase activity.	DLG2	21	10779194–11743008	-2.65	2.29E-14
Sarcomere organization.	MYOM3	2	241691327–241739483	-2.98	2.40E-14
Ephitelium morphogenesis; cell communication; extracellular matrix.	FREM2	10	23560959–23715430	-2.57	3.18E-14
Glucose homeostasis.	STXBP5L	1	183898068–184274141	2.78	6.88E-14
Skeletal system development.	KIAA1217	13	24120977–24476577	-1.54	1.20E-13
Regulation of oxidative metabolism.	NTU *(ESSRG)*	12	18687137–18712068	-2.40	1.93E-13
Fatty acids transport.	FABP3	2	235135457–235145925	-2.35	2.83E-13

NTU: Novel Transcript Unit. Chr.: chromosome. NA: not available at OAR v.3.1.

*ATP2A2* and *CASQ2* genes are related to calcium ion homeostasis. ATP2A2 enzyme is a slow muscle isoform that transports calcium between the cytosol and the sarcoplasmic reticulum lumen, and is involved in the regulation of contraction and relaxation [30]. CASQ2 is the slow skeletal muscle isoform of calsequestrin, a calcium-binding protein that works as a calcium store in muscle cells, regulating the release of calcium through ryanodine channels [31]. Even if calcium channels are more densely distributed in fast fibers than in slow ones (to accelerate charge movement), calcium entry through the sarcolemma is higher in slow fibers, at rest and during depolarization [29]. Our findings support the importance of calcium homeostasis in a slow twitch muscle as SS, and later on its implications on water holding capacity will be discussed.

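ATP2A2, on chromosome 17 from 53803321 to 53860163, had 55.8 ± 10.4 CPM in ST and 404 ± 65.1 CPM in SS (log2FC -2.85, SE 0.056, FDR = 9.7e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2FC ranged from -2.92 to -2.78 over the 4 fits that each left out 1 animal. CASQ2, on chromosome 1 from 92170833 to 92243108, was expressed at a lower level, 1.51 ± 0.444 CPM in ST and 10 ± 3.84 CPM in SS (log2FC -2.76, SE 0.41, FDR = 3.0e-08 in the same test). Both genes were higher in SS in 4 of 4 animals. The paper takes these findings as support for the importance of calcium homeostasis in a slow twitch muscle.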

Troponins, myosin and *ATP2A2* are also involved in the transition between fast and slow fibers [29]. This could be related to muscle plasticity, a property of the muscle fibers that can change their characteristics in response to external influences, specially to nerve activity [29]. Myosin gene expression is also related to fiber type changes and abundance [8]. Up-regulation of genes related to myofiber type and composition in SS shows a higher fiber heterogeneity of slow muscles with respect to fast muscles, as was observed in RNA-Seq studies in mice [11].

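Between ST and SS, HOXD8, on chromosome 2 from 132873609 to 132877353, had 10.6 ± 1.66 CPM in ST and 0.603 ± 0.627 CPM in SS (log2FC 4.15, SE 0.31, FDR = 4.5e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The mean within-animal difference was 3.69 ± 0.63 log2 CPM (SD, n = 4), and 1 animal stood apart at 2.76. HOXC10, on chromosome 3 from 132378062 to 132383225, had 66 counts summed over the 4 ST samples and 0 over the 4 SS samples. Its fitted log2FC was 7.33 (FDR = 4.5e-10 in the same test), a size that depends on the small count edgeR adds to 0, and the mean within-animal difference in log2 CPM was 3.44 ± 0.25 (SD, n = 4). CHI3L1 was matched to a locus that joins 2 Ensembl genes, so its value is uncertain. That locus, on chromosome 12 from 344371 to 366834, had 59.7 ± 20.1 CPM in ST and 4.72 ± 3.6 CPM in SS (log2FC 3.74, SE 0.30, FDR = 7.6e-07 in the same test). The coordinates of STXBP5L in Table 1 lie within those of 2 loci with Ensembl genes. The locus with ENSOARG00000019977 was higher in ST (log2FC 2.74, SE 0.28, FDR = 1.7e-06), and the locus with ENSOARG00000020009 did not pass the threshold (log2FC -0.64, SE 0.33, FDR = 0.263, both from the same test).

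**Figure D2:**
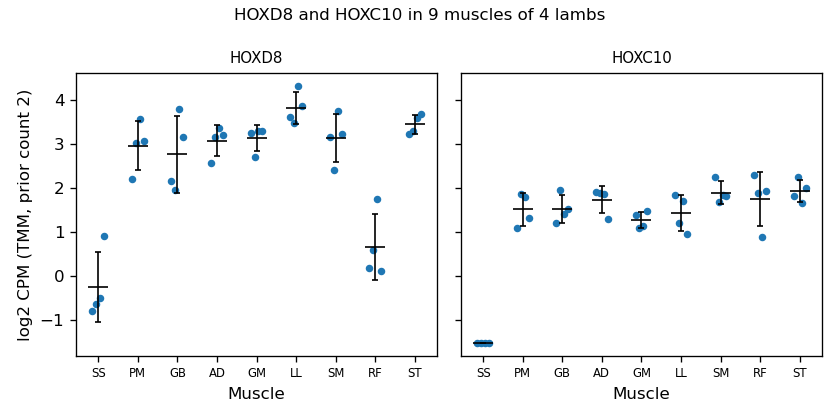
HOXD8 and HOXC10 as TMM-normalized log2 CPM (y axis, prior count 2) in the 9 muscles (x axis), with the 4 animals as points, means as horizontal lines and ±1 SD as bars. HOXC10 has no counts in any SS sample, so its SS points lie on the value that 0 counts take.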

On the other hand, genes more expressed in ST are related to morphogenesis (*HOXD8* and *HOXC10*, [32], carbohydrate catabolic processes and protein phosphorylation (*CHI3L1*, [33], and glucose homeostasis (*STXBP5L*, [34], among others, all functions associated with high metabolic activity and tissue development in a typical fast-twitch muscle. High expression of genes related to morphogenesis and development were also found in the transcriptome of Chinese lamb muscles [6], and may be related to growth in young animals.

Accordingly, Ithurralde et al. (2015) found, in the histochemical analyses performed in the same muscle samples used for the present study, a typical slow muscle fiber typing profile for SS (the highest percentage of type I fibers and the lowest percentage of type II and glycolytic fibers, combined with a high oxidative score) and a typical fast glycolytic profile for ST (the lowest percentage of type I fibers and of oxidative fibers, but the highest percentage of type II and glycolytic ones) [12].

Two Novel Transcript Units (NTU, unknown/unannotated ovine genes) were detected in ST *vs*. SS comparison (Table 1). 

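The unannotated locus on chromosome 1 from 230473614 to 230478546 had 0.838 ± 0.0338 CPM in ST and 18.8 ± 7.09 CPM in SS (log2FC -4.43, SE 0.26, FDR = 8.2e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The direction was the same in 4 of 4 animals, and with each animal left out in turn the log2FC lay between -4.59 and -4.11.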

The first NTU of the table (log_2_FC = -4.38, P value = 3.33e-15) mapped to OAR1 (chr1: 230473614–230478546). This is a conserved region according to Ensembl browser comparative genomics chart, flanked by *PLCH1* and *MME* genes, as well as by two ncRNA. A CDS (Ensembl annotation RP11-451G4.2) and a long intervening no coding RNA (lincRNA; RP11-451G4.3) were reported for this syntenic region in the human genome. According to GO annotations in Ensembl browser and UniProt database, there is RNASeq evidence that the human CDS is differentially expressed in muscle, related to slow-twitch skeletal muscle fiber contraction regulation and calcium ion transport, two functions associated with its up regulation in SS. 

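Between ST and SS, an unannotated locus on chromosome 12 from 18028459 to 18720283 had 0.337 ± 0.175 CPM in ST and 2.71 ± 0.886 CPM in SS (log2FC -2.99, FDR = 7.3e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level in ST is below the 3-count floor, and the within-animal difference was -2.15 ± 0.09 log2 CPM (SD, n = 4). It spans the region given in Table 1 for the unannotated transcript near ESRRG, together with other assembled loci, and the files do not say which of them is that transcript.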

The other NTU (*ESRRG*) mapped to OAR 12 (chr12: 18687137–18712068), in a conserved region flanked by *ESRRG* and *GPATCH2* genes. In the human homologous region there is an intron shared by two *ESRRG* isoforms (Estrogen-Related Receptor γ). This is a remarkable gene as it is considered a key regulator of oxidative metabolism in skeletal muscle, increasing mitochondrial activity. It is up regulated in slow-twitch type I fibers, required for long term adaptation to exercise, and induces expression of several other genes related to calcium ion transport, muscle contraction, fatty acid metabolism and angiogenesis [35]. In the present study we found several genes up regulated in SS directly related to these functions, as can be seen in Table 1.

The significant enrichment of Gene Ontology (GO) terms with differentially expressed genes was evaluated using a Fisher´s exact test. Fig 3 displays the most relevant functional categories that were over-represented with significant genes detected in ST *vs*. SS pairwise comparison. 

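Between ST and SS, 716 of the 9293 tested loci with an Ensembl gene differed at an FDR of at most 0.05, the threshold the paper used for its Gene Ontology analysis. Of these, 419 were higher in ST and 297 in SS (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The membership of genes in Gene Ontology terms was not used here, so the enrichment itself was not recomputed.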

Important differences were observed in functional terms closely related to energy generation and carbohydrate metabolic processes; as expected, all these terms were up-regulated in ST compared to SS, in accordance with fast-glycolytic metabolism. ST also showed higher expression of genes related to carboxylic acids and lipid metabolism, which may include amino acids and fatty acids related to protein turnover and energy expenditure. As seen from the most DE genes analysis (Table 1), processes related to muscle function and its regulation were also active in both muscles. ST showed up regulation of genes related to cell communication, which includes cell-cell adhesion and attachment to the extracellular matrix, and to biosynthetic processes. Although there were more genes related to calcium transportation within the top 30 DEG in SS than in ST (Table 1), the latter showed more genes associated with response to calcium ions, consistent with the fact that fast glycolytic muscles need to ensure quick charge movements to allow high speed of contraction [29].

**Fig 3:**
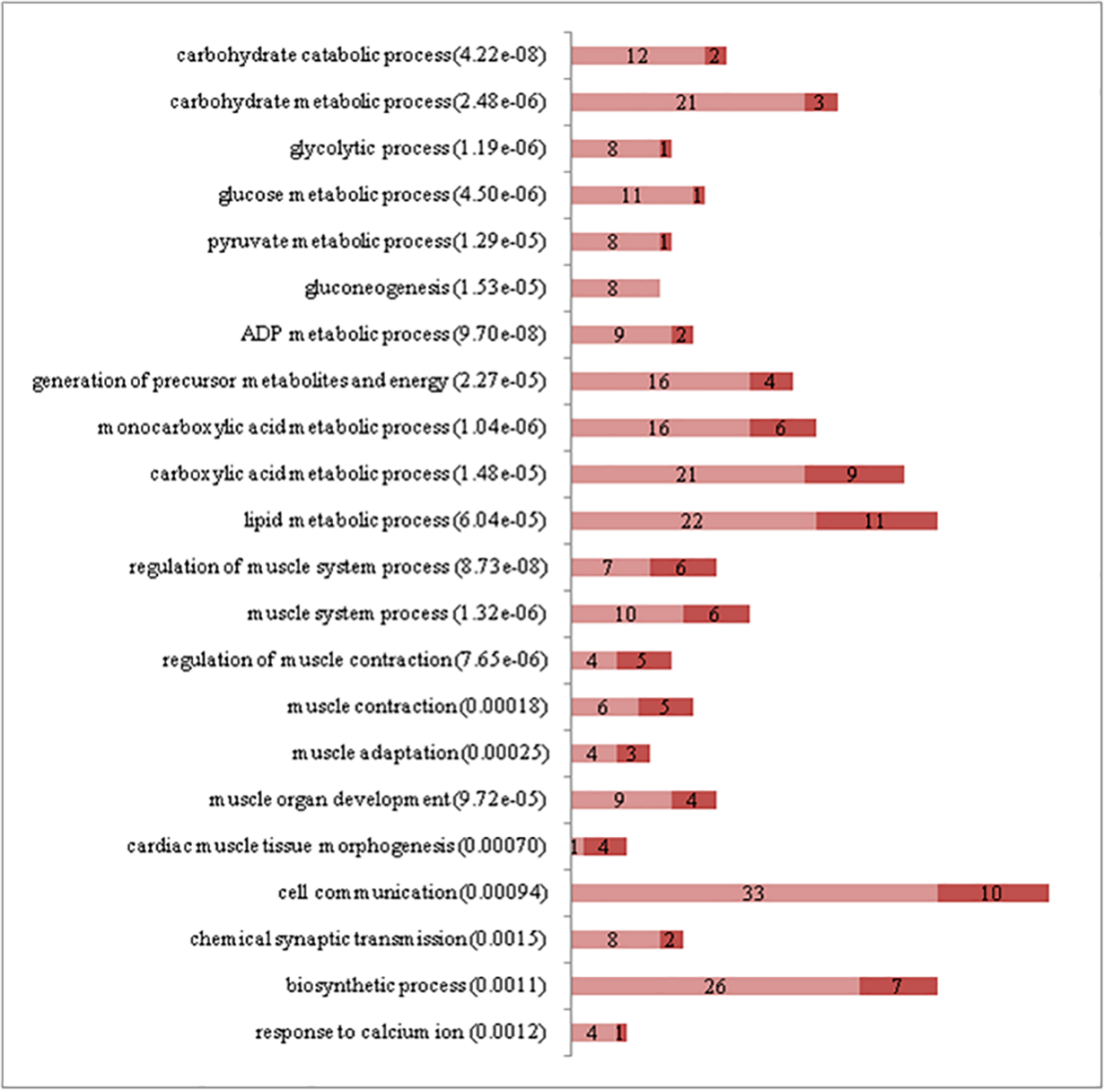
Gene Ontology biological process terms significantly enriched with differentially expressed genes between Semitendinosus (ST) and Supraspinatus (SS). The graphs show the number of differentially expressed genes in each functional category. P values are in parentheses. Genes up-regulated in ST are in light red while genes up-regulated in SS are in dark red. (File: Fig 3.tif).

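Among the DEG between SM and SS, 184 loci (49.1%) had no Ensembl gene. RIMS2 and SIM2 were higher in SM, with log2FC of 2.77 and 2.33. Their levels in SS, 0.598 ± 0.18 and 0.642 ± 0.31 CPM, are near the 3-count floor. The within-animal differences were 2.25 ± 0.24 for RIMS2 and 1.87 ± 0.49 log2 CPM for SIM2 (SD, n = 4). CLIP4, TACC2 and MAST2 were higher in SS, with log2FC of -1.26 (SE 0.12), -1.29 (SE 0.093) and -1.40 (SE 0.22). The locus of ZFP36L1 had 18.4 ± 4 CPM in SM and 9.61 ± 2.87 CPM in SS, and its log2FC of 0.94 (SE 0.12, FDR = 4.8e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) fell short of the fold-change threshold. Of further loci not paired with a name for this comparison, the Ensembl gene ENSOARG00000015112 on chromosome 3 from 170450235 to 170553298 had the lowest p and has the same coordinates as 3 unannotated loci that cover the position Table 2 gives for the transcript assigned to MYBPC1. It had 558 ± 115 CPM in SM and 1465 ± 129 CPM in SS (log2FC -1.43, SE 0.16, FDR = 9.4e-07 in the same test). The 2 of these loci with the lowest p among those higher in SM were ENSOARG00000009826 (log2FC 1.26, SE 0.18) and ENSOARG00000017789 on chromosome 9 from 94346997 to 94490628 (log2FC 1.58, SE 0.38). The other one lower in SM was the unannotated locus XLOC_026955 (log2FC -1.15, SE 0.20), in which 1 animal stood apart.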

Table 2 shows the most differently expressed genes between SM (fast red muscle) and SS (slow red muscle). 

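Expression of HOXD8 was higher in SM than in SS by a log2FC of 3.83 (FDR = 3.6e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a mean within-animal difference of 3.38 ± 0.88 log2 CPM (SD, n = 4). HOXC10 had 65 counts over the SM samples, with a within-animal difference of 3.40 ± 0.25 log2 CPM (SD, n = 4) and an FDR of 1.5e-09 in the same test. The locus of CHI3L1, uncertain because it joins a pair of Ensembl genes, had a log2FC of 3.93 (SE 0.40, FDR = 1.3e-06, same test). PPP1R3D, on chromosome 13 from 55922753 to 55926015, had 7.25 ± 1.92 CPM in SM and 2.35 ± 0.657 CPM in SS (log2FC 1.61, SE 0.084, FDR = 3.0e-05 in the same test). SMYD2, on chromosome 12 from 67363488 to 67418074, had 28.9 ± 6.2 CPM in SM and 12 ± 1.69 CPM in SS (log2FC 1.26, SE 0.25, FDR = 3.6e-06 in the same test). KNDC1 was not analysed here, because its coordinates matched no tested locus.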

Some of the genes that were up regulated in SM are related to morphogenesis and development (*HOXD8* and *HOXC10* [32]), carbohydrate catabolic processes (*CHI3L1*, [33]), protein phosphorylation (*CHI3L1* and *KNDC1* [33, 36]), lactate transport (*SLC16A3*, [37]), glycogen metabolism (*PPP1R3D*, [38]) and muscle contraction (*SNTB1*, [39]); all of them typical features of fast muscles. On the other hand, SS showed higher expression of two genes related to calcium transport (*ATP2A2* [30] and *PVALB* [40]), similar to what was observed in the comparison ST *vs*. SS, one to sodium transport (*ADRB2* [41]), and a gene that encodes a potassium channel, *KCNMA1* [42]. 

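In the comparison of SM with SS, ATP2A2 averaged 110.2 ± 30.5 CPM in SM (SD, n = 4), a log2FC of -1.88 (SE 0.17, FDR = 1.6e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PVALB, on chromosome 3 from 180006084 to 180067626, had 0.152 ± 0.178 CPM in SM and 5.63 ± 7.84 CPM in SS (log2FC -5.01, FDR = 1.7e-05 in the same test). With so few counts in SM, the mean within-animal difference of PVALB was -2.86 ± 1.37 log2 CPM (SD, n = 4).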

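KCNMA1, on chromosome 25 from 32480589 to 33017828, had 9.56 ± 2.63 CPM in SM and 21.8 ± 0.611 CPM in SS (log2FC -1.16, SE 0.19, FDR = 8.0e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in SS in 4 of 4 animals.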

Potassium is less important than other ions for muscle contraction, but slow muscle fibers are more active than fast ones in removing potassium from the extracellular space [29]. Both SM and SS showed up regulation of genes related to muscle contraction and cell proliferation. This may be associated with the intermediate characteristics of SM compared to SS and ST, combining contractile and metabolic properties of both fast and slow muscles. In the former fiber typing study by Ithurralde et al. (2015), SM had similar values than ST for type I and type II fibers, but is more similar to SS in terms of oxidative and glycolytic fibers percentage and oxidative score [12].

**Table 2:** Top 30 most significant genes detected in Semimembranosus (SM) *vs*. Supraspinatus (SS) pairwise comparison. Positive log_2_ fold change (Log_2_FC) means higher expression in SM *vs*. SS.

Functional Characterization	Gene Name	Chr.	Coordinates	Log_2_FC	P value
Carbohydrate catabolic process; protein phosphorylation.	CHI3L1	12	352663- 366834	3.96	5.69E-27
Regulation of transcription; development and morphogenesis.	HOXD8	2	132876251–132877353	3.85	1.23E-25
Development and morphogenesis; neuromuscular processes.	HOXC10	3	132378989–132383129	7.25	2.99E-21
Adrenergic receptor signaling pathway; regulation of sodium channels; thermogenesis.	ADRB2	5	57750711–57751970	-1.41	6.11E-17
Muscle contraction.	NTU *(MYBPC1)*	3	170476766–170478580	-1.77	1.75E-15
Protein phosphorylation.	MYLK4	NA	NA	-3.36	1.58E-13
Striated muscle tissue development; protein dephosphorylation and sumoylation.	EYA1	9	47588481–47960610	-2.57	3.45E-13
Regulation of transcription; negative regulation of cell proliferation.	SMYD2	12	67363929–67396799	1.27	2.52E-12
Muscle contraction.	SNTB1	NA	NA	1.61	2.66E-12
Protein methylation.	METTL21C	10	78274732–78283255	-4.39	5.23E-12
Cellular potassium ion homeostasis.	KCNMA1	25	32480589–32906604	-1.07	9.55E-12
Adrenergic receptor signaling pathway; regulation of sodium channels; thermogenesis.	NTU *(ADRB2)*	5	57760913–57768772	-1.78	1.71E-11
Protein phosphorylation, ATP binding.	NTU *(MYLK4)*	20	49762606–49765006	-4.46	4.20E-11
Microtubule binding; intracellular transport.	CLIP4	3	35840677–35897004	-1.23	8.03E-11
	NTU	3	138839190–138842956	4.17	8.40E-11
Regulation of protein phosphorylation and GTPase activity.	KNDC1	22	50434284–50485217	1.07	8.53E-11
Lipid metabolism, angiogenesis and muscle cell differentiation.	NTU *(RORA)*	7	46246545–46258218	-1.35	8.80E-11
Regulation of cytosolic calcium ion concentration.	PVALB	3	180019349–180067626	-4.97	1.64E-10
	NTU	2	220339844–220346024	-1.60	2.17E-10
	NTU	NA	scaffoldJH922385.1:3193–4805	-3.33	2.96E-10
Transcription regulation; cell diferentiation; development.	SIM2	1	267018135–267070595	2.36	4.06E-10
Regulation of synaptic membrane exocytosis; cAMP-mediated signaling; insulin secretion.	RIMS2	9	72976729–73464816	2.82	4.54E-10
Protein phosphorylation; cytoskeleton organization.	MAST2	1	20357495–20388272	-1.37	5.49E-10
Lipid metabolism, angiogenesis and muscle cell differentiation.	NTU *(RORA)*	7	46275748–46290277	-1.19	6.80E-10
Lactate transmembrane transport.	SLC16A3	11	49799205–49803627	1.66	6.83E-10
Cell proliferation and regulation of gene expression.	ZFP36L1	7	77522194–77525646	0.96	9.51E-10
Microtubule cytoskeleton organization and cell proliferation.	TACC2	22	40850131–41052894	-1.26	1.43E-09
Lipid metabolism, angiogenesis and muscle cell differentiation.	NTU *(RORA)*	7	46258368–46267107	-1.31	1.49E-09
Sarcoplasmic reticulum calcium ion transport; transition between fast and slow fiber; T-tubule organization; muscle cell development; regulation of muscle contraction.	ATP2A2	17	53803322–53859050	-1.85	1.55E-09
Glycogen metabolic process.	PPP1R3D	13	55922753–55923652	1.64	1.58E-09

NTU: Novel Transcript Unit. Chr.: chromosome. NA: not available at OAR v.3.1.

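Among unannotated loci, the one on chromosome 20 from 49762606 to 49765006, in the position Table 2 gives beside MYLK4, had 0.125 ± 0.162 CPM in SM and 3.2 ± 2.02 CPM in SS (log2FC -4.49, FDR = 1.1e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level in SM is below the 3-count floor, and the within-animal difference was -2.76 ± 0.90 log2 CPM (SD, n = 4). The position in Table 2 for the transcript assigned to MYBPC1 lies within the coordinates of 3 unannotated loci, all higher in SS, with log2FC of -1.84 (SE 0.32), -1.44 (SE 0.28) and -1.51 (SE 0.26). A locus on an unplaced scaffold had 0.195 ± 0.151 CPM in SM and 1.9 ± 1.93 CPM in SS (log2FC -3.27, FDR = 2.2e-04, same test). Its level in SM is also below that floor, and the within-animal difference was -1.77 ± 0.89 log2 CPM (SD, n = 4).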

There were nine NTUs detected in this pairwise comparison, all except one up regulated in SS (Table 2). Six could be assigned to a particular gene (*MYBPC1*, slow muscle type myosin binding protein C; *ADRB2*, beta-2 adrenergic receptor; *MYLK4*, myosin light chain kinase 4; and *RORA*, RAR related orphan receptor A). The fourth NTU (the only one that is up-regulated in SM) mapped to an intergenic region near a gene that encodes a collagen chain (*COL2A1*). 

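This locus, on chromosome 3 from 138839190 to 138842956, had 2.65 ± 2.87 CPM in SM and 0.137 ± 0.171 CPM in SS (log2FC 4.09, FDR = 1.6e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level in SS is below the 3-count floor, and the within-animal difference was 2.01 ± 1.75 log2 CPM (SD, n = 4), with 4 of 4 animals higher in SM. With each animal left out in turn, its log2FC ranged from 2.71 to 4.77.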

The sixth NTU (Log_2_FC = -1.60; P value = 2.17e-10) mapped to OAR 2 (chr2: 220339844–220346024) in a region flanked by *DES* gene (desmin, a muscle-specific protein of the sarcomere [43]) and a non-characterized gene (ENSOARG00000020189) that in cattle and human is annotated as *SPEG* gene, related to protein phosphorylation, muscle cell differentiation and development [44]. 

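At these coordinates, expression was 5.93 ± 1.86 CPM in SM and 18.7 ± 6.03 CPM in SS (log2FC -1.64, SE 0.071, FDR = 1.6e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 of 4 animals had more in SS.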

The seventh NTU mapped to an uncharacterized region with no annotations nor chromosome assignment in OAR v.3.1. Three NTUs mapped to very close regions on OAR 7 that in the human genome fall within *RORA* gene. This gene encodes a transcription factor that plays an important role in lipid metabolism, angiogenesis and muscle cell differentiation, especially in red muscles [45].

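The loci lie on chromosome 7 from 46246545 to 46258218, on chromosome 7 from 46258368 to 46267107 and on chromosome 7 from 46275748 to 46290277. Their log2FC between SM and SS were -1.43 (SE 0.25), -1.33 (SE 0.17) and -1.28 (SE 0.29), with FDR of 5.5e-06, 2.6e-05 and 1.6e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).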

It is interesting to note that several genes related to the transportation of calcium and other ions were up regulated in SS with respect to SM. This could be related to the significant differences in water holding capacity that were found between these muscles by Ithurralde et al. (2017)[13]. Cooking loss was 34.6% in SS and 27.6% in SM (p value < 0.05) while expressed juice (water expelled after compression) was 15.9% and 10.7%, respectively (p value < 0.05). Accelerated calcium release into the sarcoplasm increases the rate of pH decline, favors protein denaturation and induces low water holding capacity, producing meat of lower quality [46]. Although Ithurralde et al. (2017) found lower final pH values in SM than in SS (p < 0.05), this process is more affected by the rate of decline than by the final value itself [13].

Similar results can be seen for ST *vs*. SS comparison, were again there were more calcium transport related genes up regulated in SS. One of these genes is *CASQ2*, a calcium release regulator through ryanodine channels that is associated with PSE (pale, soft and exudative) meat in pigs [31, 46]. Significant differences between SS and ST were found for expressed juice, but not for cooking loss [13]. These genes could be also associated to sarcomere length, as calcium transport to and from the sarcoplasmic reticulum in *post-mortem* muscle is one of the proposed mechanisms to explain observed differences in muscle susceptibility to cold-shortening [47]. In accordance with this, Ithurralde et al. (2017) found significant differences in sarcomere length between SS and ST. These gene expression patterns could also affect calpains, calcium-dependent proteases responsible for meat tenderization, but no significant differences in Warner-Bratzler shear force (WBSF) were found between SS, SM and ST (p > 0.05; [13]).

Few GO terms were significantly enriched with DEG from the SM *vs*. SS comparison (Fig 4), in accordance with some similar metabolic and histochemical properties of these muscles [12]. SM showed a very strong up regulation of amide and peptide metabolic processes, especially related to translation and peptide synthesis. These differences could be related to a higher protein turnover and metabolic rate in a fast-red muscle in comparison to a slow-red one. 

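In this comparison 992 of the 9293 tested loci with an Ensembl gene differed at an FDR of at most 0.05, the threshold the paper used for its Gene Ontology analysis. Of these, 547 were higher in SM and 445 in SS (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).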

There were also significant genes associated with the circulatory system, probably related to the high vascularization of red muscles [12].

**Fig 4:**
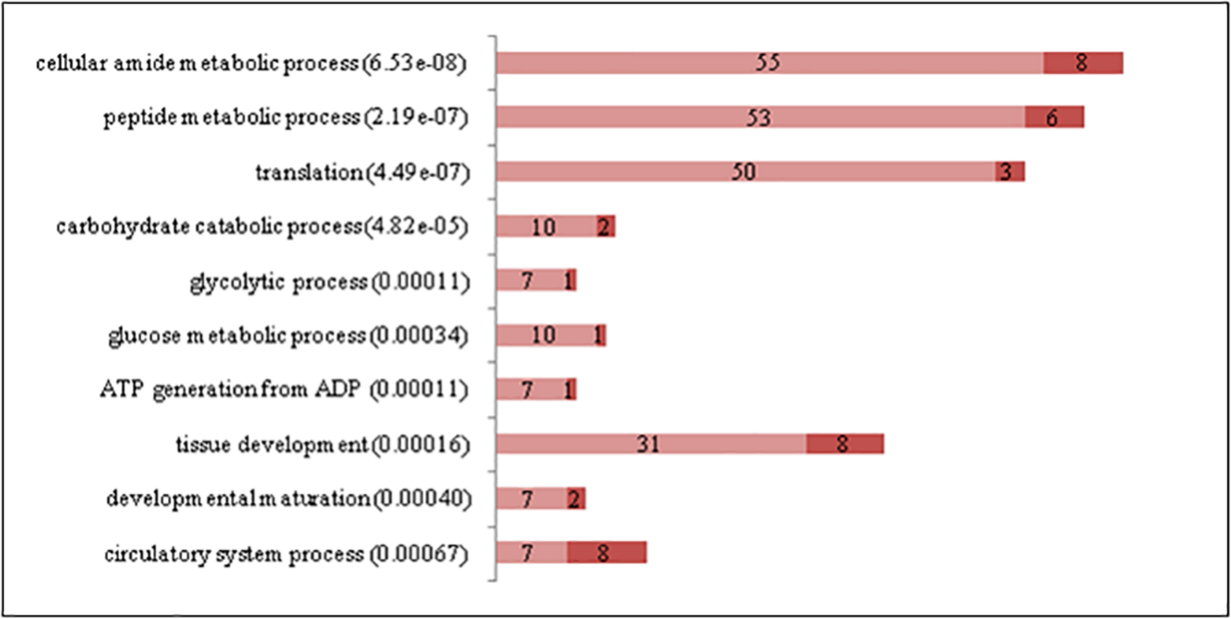
Gene Ontology biological process terms significantly enriched with differentially expressed genes between Semimembranosus (SM) and Supraspinatus (SS). The graphs show the number of differentially expressed genes in each functional category. P values are in parentheses. Genes up-regulated in SM are in light red while genes up-regulated in SS are in dark red (File: Fig 4.tif).

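Between LL and SS, 124 of the DEG (41.5%) had no Ensembl gene. KCNMA1 was lower in LL, with a log2FC of -1.49 (SE 0.047). Of loci matched to no gene named in the paper for this comparison, ENSOARG00000017789 had the lowest p, with 84.7 ± 4.54 CPM in LL (log2FC 2.23, SE 0.33, FDR = 7.5e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The next was the unannotated locus XLOC_021977 on chromosome 3 from 138823794 to 138828966, with 10.1 ± 5.88 CPM in LL and 0.402 ± 0.405 CPM in SS (log2FC 4.76, FDR = 8.1e-09 in the same test). Its level in SS is below the 3-count floor, and the within-animal difference was 3.77 ± 1.06 log2 CPM (SD, n = 4). The lowest p among those lower in LL belonged to ENSOARG00000005814, with 8.07 ± 1.83 CPM in LL (log2FC -1.73, SE 0.18, FDR = 1.8e-08 in the same test).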

The most significant differentially expressed genes between LL and SS are shown in S3 Table. 

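HOXD8 was higher in LL than in SS in 4 of 4 animals, with a within-animal difference of 4.06 ± 0.80 log2 CPM (SD, n = 4), a log2FC of 4.52 and an FDR of 2.4e-11 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HOXC10 differed by 2.93 ± 0.41 log2 CPM within animals (SD, n = 4), with an FDR of 8.1e-09 in the same test. For the locus of CHI3L1, which joins a pair of Ensembl genes and is uncertain, the log2FC was 4.17 (SE 0.49, FDR = 1.3e-07, same test), with 1 animal apart at 2.63. SMYD2 had 31.3 ± 2.38 CPM in LL and 12 ± 1.69 CPM in SS (log2FC 1.38, SE 0.12, FDR = 1.3e-07, same test). SIM1 and SNTB1 were not analysed here, since the paper's tables give no coordinates for them in this comparison.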

LL showed some similarities with ST, with respect to the high expression of *HOXD8*, *HOXC10* and *CHI3L1*, and also to SM with up-regulation of *SIM1*, *SNTB1* and *SMYD2*, all development-related genes [48, 39, 49]. Being the lumbar portion of Longissimus dorsi muscle, LL can either be considered as a fast-glycolytic muscle [12] or a fast-oxidative muscle [28], which may explain our findings. LL showed higher expression of a potassium channel subunit (*KCNS3*) that combined with *KCNB1*, another channel subunit more abundant in slow and fast red fibers, generates an important Na-K pump during repetitive electrical activity [29]. SS showed higher expression of genes related to muscle tissue structure and development, including *MYL2*, *MYL6*, *MYOZ*, *PDLIM1* and *EYA1* [29, 50]. 

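MYOZ2 had 11.1 ± 5.68 CPM in LL (SD, n = 4), a log2FC of -2.32 (SE 0.32, FDR = 3.1e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). EYA1, on chromosome 9 from 47588481 to 47960610, had 0.383 ± 0.158 CPM in LL and 4.63 ± 1.04 CPM in SS (log2FC -3.55, FDR = 1.8e-07, same test). Its level in LL is below the 3-count floor, and the within-animal difference was -2.77 ± 0.23 log2 CPM (SD, n = 4). The position given for MYL2 lies within the coordinates of 2 loci with Ensembl genes, which also cover that of CCDC63. Both were higher in SS, with log2FC of -2.44 (SE 0.43) and -2.81 (SE 0.31). Of the 2 loci that cover MYL6, 1 was higher in SS (log2FC -3.44, SE 0.44, FDR = 1.7e-06) and the other did not differ (log2FC 0.23, SE 0.056, FDR = 0.357, same test). The locus at the coordinates of PDLIM1, on chromosome 2 from 239846246 to 239852355, had 2.29 ± 0.503 CPM in LL and 2.75 ± 0.32 CPM in SS and did not differ (log2FC -0.23, SE 0.18, FDR = 0.762, same test). The name rests on coordinates alone, and whether this locus is the paper's PDLIM1 was not settled.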

Two genes related to synaptic transmission were found differentially expressed in SS *vs*. LL: genes *PLCL2* (higher expression in LL) and *DLG2* (higher expression in SS) [51, 52]. These genes could be involved in the neuromuscular junction, where motoneurons and muscle fibers interact to make possible muscle contraction and movement, both in slow and fast muscles [29].

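DLG2, on chromosome 21 from 10629346 to 11743008, had 1.13 ± 0.493 CPM in LL and 7.08 ± 3.04 CPM in SS (log2FC -2.61, SE 0.45, FDR = 6.7e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 4 animals had more in SS. PLCL2 was not analysed here, because the paper's tables give no coordinates for it.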

Most of the differentially expressed genes in the LL *vs*. SS comparison were related to metabolic properties (Fig 5). Genes related to carbohydrate metabolism and energy generation were up regulated in LL, as expected in a fast-glycolytic muscle.

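Between LL and SS, 654 of the 9293 tested loci with an Ensembl gene differed at an FDR of at most 0.05, the threshold the paper used for its Gene Ontology analysis. Of these, 343 were higher in LL and 311 in SS (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).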

**Fig 5:**
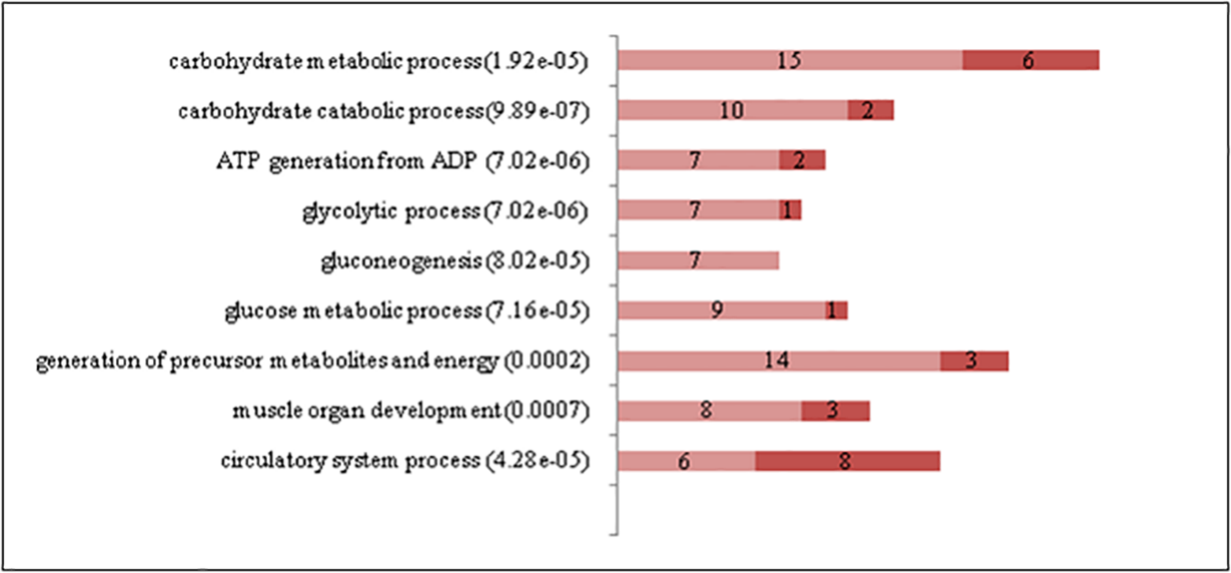
Gene Ontology biological process terms significantly enriched with differentially expressed genes between Longissimus lumborum (LL) and Supraspinatus (SS). The graphs show the number of differentially expressed genes in each functional category. P values are in parentheses. Genes up-regulated in LL are in light red while genes up-regulated in SS are in dark red. (File: Fig 5.tif).

With regard to the comparison ST *vs*. GM (S4 Table), several up regulated genes in ST are consistent with fast white muscles characteristics, including muscle contraction (*LMOD1*, [53] and *MYLK4* [54]), development (*PITX2* [55]), glucose homeostasis (*STXBP5L* [34]), signal transduction (*MPP6* [56]), protein phosphorylation and energy metabolism (*PRKAB2* [57]). Some of the genes up regulated in GM resemble the expression pattern of red muscles, such as *MYH7B*, *MYOZ2*, *RRAD* (the latter related to glycolysis inhibition and calcium channels regulation [58]) and *VEGFA* (vascular growth factor [59]. 

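In the comparison of ST with GM, of the 2 loci with Ensembl genes whose coordinates cover STXBP5L, the locus with ENSOARG00000019977 had 6.51 ± 1.59 CPM in ST and 1.29 ± 0.662 CPM in GM (log2FC 2.41, SE 0.25, FDR = 1.3e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The locus with ENSOARG00000020009 did not differ (log2FC 0.29, SE 0.13, FDR = 0.685, same test).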

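MYOZ2 had 18.6 ± 7.87 CPM in GM (SD, n = 4), and its log2FC between ST and GM was -2.77 (SE 0.39, FDR = 4.1e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 2 loci at MYH7B, the one with ENSOARG00000011188 was higher in GM (log2FC -3.44, SE 0.25, FDR = 2.9e-04) and the one with ENSOARG00000011695 did not differ (log2FC 0.071, SE 0.11, FDR = 0.853, same test). TPM3 had a log2FC of -2.76 (SE 0.29, FDR = 1.5e-07, same test). Of loci matched to no gene named in the paper for this comparison, the lowest p belonged to the unannotated locus XLOC_005771, with 4.05 ± 1.52 CPM in GM, a level in ST below the 3-count floor and a within-animal difference of -2.66 ± 0.43 log2 CPM (SD, n = 4, FDR = 2.0e-08, same test). The next was the unannotated locus XLOC_002819 on chromosome 1 from 224445384 to 224776390, with 7.81 ± 3.57 CPM in ST and 25.5 ± 11.1 CPM in GM (log2FC -1.70, SE 0.091, FDR = 9.4e-08, same test). Of the DEG in this comparison, 138 (50.2%) had no Ensembl gene.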

Most GO expression differences in ST *vs*. GM comparison were not associated with energy metabolism but to catalytic activity regulation and response to external stimuli (Fig 6).

**Fig 6:**
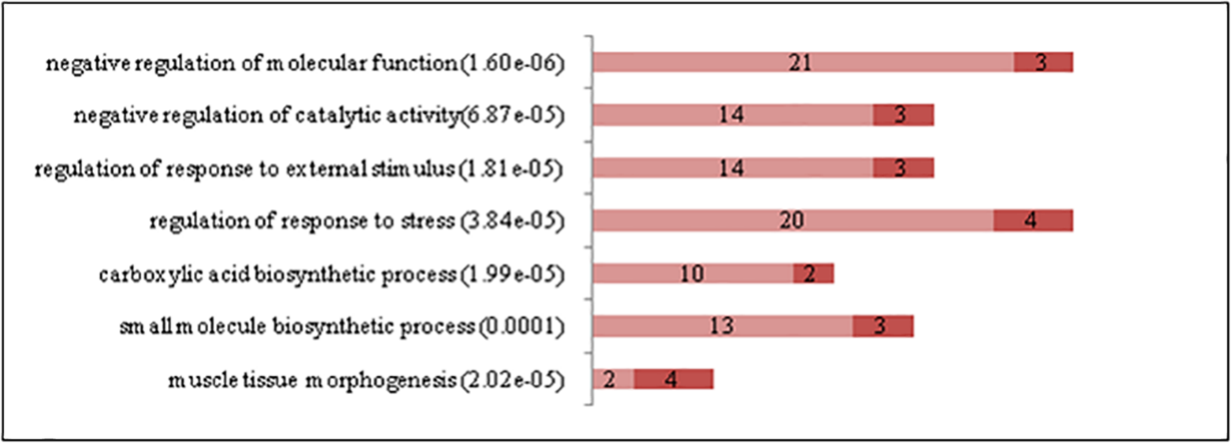
Gene Ontology biological process terms significantly enriched with differentially expressed genes between Semitendinosus (ST) and Gluteus medius (GM). The graphs show the number of differentially expressed genes in each functional category. P values are in parentheses. Genes up-regulated in ST are in light red while genes up-regulated in GM are in dark red. (File: Fig 6.tif).

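Between ST and GM, 587 of the 9293 tested loci with an Ensembl gene differed at an FDR of at most 0.05, the threshold the paper used for its Gene Ontology analysis. Of these, 337 were higher in ST and 250 in GM (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).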

With regard to meat quality, Ithurralde et al. (2017) reported that redness parameter a* was significantly higher (p < 0.05) in SS than in ST, LL, and GM, probably related to its oxidative metabolism [13]. SS also showed the highest yellowness parameter b*, followed by ST, which the authors relate to higher amounts of intramuscular fat and connective tissue with respect to other muscles. 

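The coordinates of FABP3 in Table 1 lie within those of 2 loci with Ensembl genes. Between ST and SS, the locus with ENSOARG00000001603 had 4.99 ± 2.37 CPM in ST and 24.8 ± 5.74 CPM in SS (log2FC -2.38, SE 0.37, FDR = 6.0e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The locus with ENSOARG00000001618 did not differ (log2FC 0.036, SE 0.24, FDR = 0.959, same test).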

In this respect, it is interesting that *FABP3*, a gene that encodes a fatty acid transport enzyme, is one of the top 30 differentially expressed genes in SS (Table 1) and that lipid metabolic processes were up-regulated in ST (Fig 3).

Several genes that were more expressed in SS are related to cell adhesion and cytoskeleton organization (*PDLIM1*, *CCDC63*, *TPM3*, *MAST2* and *TACC2* [60, 29, 61, 62]) and extracellular matrix components (*FREM2* [63]), which in turn are associated with the high connective tissue content, high yellowness parameter and relatively high WBSF score (2.28 kg/cm^2^) found by Ithurralde et al. (2017) for this muscle [13]). Accordingly, in a comparison between 18 lamb muscles, [64] found that SS was one of the muscles with higher collagen content. 

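TPM3, on chromosome 1 from 103039221 to 103067829, had 14.9 ± 4.84 CPM in ST and 139.9 ± 44.5 CPM in SS (log2FC -3.23, SE 0.061, FDR = 3.6e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FREM2, on chromosome 10 from 23560959 to 23715430, had 0.832 ± 0.751 CPM in ST and 5.51 ± 2.19 CPM in SS (log2FC -2.67, SE 0.38, FDR = 7.5e-07, same test). The locus at the coordinates of PDLIM1 in Table 1 did not differ between ST and SS (log2FC -0.15, SE 0.36, FDR = 0.837, same test), and its log2FC changed sign, to 0.11, when animal 1 was left out. Whether this locus is the paper's PDLIM1 was not settled, so its values do not show that PDLIM1 was unchanged.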

The relatively high expression of genes involved in muscle contraction and development in SS (Figs 3–5) could be related to this.

Protein phosphorylation is negatively related to *post-mortem* tenderization [65]. Several genes involved in protein phosphorylation were found up regulated in SS, SM and ST, three muscles that showed high WBSF scores (2.28, 2.73 and 2.55 kg/cm^2^, respectively), in contrast with GM, a muscle with low WBSF (1.81 kg/cm^2^; [12]).

Higher glycolytic activities and lactic acid generation of fast or intermediate muscles tend to decrease meat pH values, being significantly lower in ST, LL, SM and GM than in SS (p < 0.05; [12]). This is in agreement with our findings that several carbohydrate and carboxylic acids (e.g. lactic acid) metabolic processes were up regulated in ST in comparison with SS (Fig 3), and with the high expression of *SLC16A3* in SM, a gene closely involved in lactate transmembrane transport [37].

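Table 2 gives coordinates for SLC16A3 that lie within those of 2 loci with Ensembl genes. The locus with ENSOARG00000016912 had 13.9 ± 6.59 CPM in SM and 4.16 ± 0.744 CPM in SS (log2FC 1.64, SE 0.42, FDR = 2.6e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the locus with ENSOARG00000016829 did not differ (log2FC 0.061, SE 0.11, FDR = 0.867, same test).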

### Validation of gene expression analysis

In order to validate the findings of the RNASeq analysis, the expression of eight genes, namely *MYOZ2*, *MYL2*, *MYL3*, *TPM3*, *MYL6*, *TNNT1*, *TNNC1* and *METTL21C*, was assessed using qRT-PCR. 

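In the RNA-Seq counts, METTL21C, on chromosome 10 from 78272110 to 78285629, had 2.45 ± 2.8 CPM in ST and 58.3 ± 35.8 CPM in SS (log2FC -5.22, SE 1.13, FDR = 6.0e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its within-animal difference was -1.19 log2 CPM in animal 1 and -6.03 to -5.11 in the others. With each animal left out in turn, its log2FC ranged from -6.09 to -4.69. MYL3, on chromosome 19 from 52560400 to 52569198, had 2.84 ± 2 CPM in ST and 57.3 ± 29.7 CPM in SS (log2FC -4.29, SE 0.19, FDR = 1.9e-07, same test). At the coordinates of MYL2, both loci with Ensembl genes were higher in SS than in ST, with log2FC of -3.84 (SE 0.34) and -3.81 (SE 0.30). The locus at MYL6 with ENSOARG00000010069 was higher in SS (log2FC -3.87, SE 0.16, FDR = 7.5e-07), and the locus with ENSOARG00000009931 was not (log2FC 0.39, SE 0.038, FDR = 0.0647, same test). The qRT-PCR values were not analysed here.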

Fig 7 shows the fold differences in gene expression measured by both RNA-Seq and qRT-PCR, confirming that the eight genes showed similar patterns of mRNA abundance with both methods.

**Fig 7:**
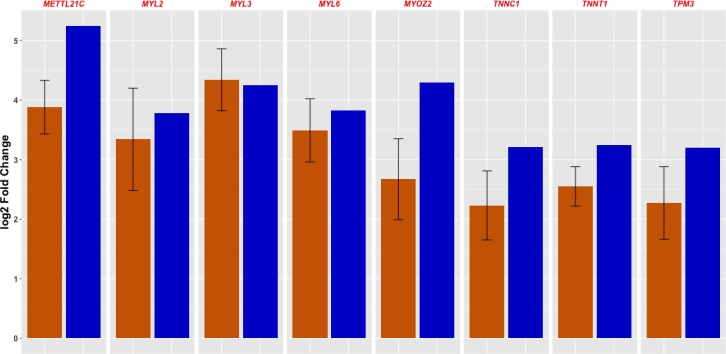
Fold changes of eight differentially expressed genes measured by RNA-Seq (blue) *vs*. qRT-PCR (dark orange). The eight genes showed higher expression in Supraspinatus (SS) *vs*. Semitendinosus (ST). Spearman correlation value = 0.84.

## Conclusions

Gene expression profiles obtained with RNA-Seq technology clearly separated muscles with different histochemical and metabolic properties. Pairwise comparisons between muscles show significant differences in terms of both major genes and relevant functions and processes closely related to meat quality parameters. Our results reveal new candidate genes associated with meat quality in sheep that deserve future research, and give a deeper insight into the genetic architecture of these complex traits.

## Supporting information

S1 Fig Schematic diagram showing the anatomical position of the studied muscles in a lamb carcass: SM: muscle Semimembranosus; GB: muscle Gluteobiceps; ST: muscle Semitendinosus; GM, muscle Gluteus medius; SS: muscle Supraspinatus. a) Transverse section of the hind limb showing muscles Rectus femoris (RF, cranial position), Gluteobiceps(GB, lateral position), Semitendinosus (ST, caudo-lateral position), Semimembranosus (SM caudo-medial position) and Adductor (AD, medial position). b) Transverse section of the loin showing muscles Longissimus lumborum (LL, dorsal position) and Psoas major (PM, ventral position).
(DOCX) Click here for additional data file.

S1 Table Primers used for qPCR validation analysis. (DOCX) Click here for additional data file.

S2 Table Summary of sequence read alignments to the reference genome. (XLSX) Click here for additional data file.

S3 Table Top 30 most significant genes detected in Longissimus lumborum (LL) *vs*. Supraspinatus (SS) pairwise comparison. Positive log_2_ fold change (Log_2_FC) means higher expression in LM *vs*. SS.
(DOCX) Click here for additional data file.

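S4 Table lists 324 pairs of a gene and a comparison, of which 17 could be paired with a locus through coordinates in the paper's tables. All 17 had the direction listed and an FDR of at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The listed genes had been chosen for being differentially expressed in the same samples.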

S4 Table Genes contributing to the Gene Ontology terms analyzed. Gene name: gene Ensembl ID.
(XLSX) Click here for additional data file.

# Supplementary material for: Comparison of transcriptomic landscapes of different lamb muscles using RNA-Seq
**Source:** PLoS One. 2018 Jul 24;13(7):e0200732. doi: 10.1371/journal.pone.0200732
**Supplement:** S1 Fig — a) Transverse section of the hind limb showing muscles Rectus femoris (RF, cranial position), Gluteobiceps(GB, lateral position), Semitendinosus (ST, caudo-lateral position), Semimembranosus (SM caudo-medial position) and Adductor (AD, medial position). b) Transverse section of the loin showing muscles Longissimus lumborum (LL, dorsal position) and Psoas major (PM, ventral position).

**S1 Figure:** Schematic diagram showing the anatomical position of the studied muscles in a lamb carcass: SM: muscle Semimembranosus; GB: muscle Gluteobiceps; ST: muscle Semitendinosus; GM, muscle Gluteus medius; SS: muscle Supraspinatus. **a)** Transverse section of the hind limb showing muscles Rectus femoris (RF, cranial position), Gluteobiceps(GB, lateral position), Semitendinosus (ST, caudo-lateral position), Semimembranosus (SM caudo-medial position) and Adductor (AD, medial position). **b)** Transverse section of the loin showing muscles Longissimus lumborum (LL, dorsal position) and Psoas major (PM, ventral position).

# Supplementary material for: Comparison of transcriptomic landscapes of different lamb muscles using RNA-Seq
**Source:** PLoS One. 2018 Jul 24;13(7):e0200732. doi: 10.1371/journal.pone.0200732
**Supplement:** S1 Table

**S1 Table: Primers used for qPCR validation analysis.**

| Gene | Primer sequence  (Fw/Rv) | Primer  size (bp) | Spanned exons | Amplicon  size (bp) |
| --- | --- | --- | --- | --- |
| Candidate genes* |  |  |  |  |
| *MYOZ2* | 5´ACCACGGTTACTGAGATGGG 3´  5´GGTGAAGCAGAGGAAAGAGC 3´ | 20  20 | 4  5 | 142 |
| *HOXD8* | 5´CCCCTTCTTCTACCAGGAGC 3´  5´ATATTGGCGAGGACCCAGAC 3´ | 20  20 | 1  2 | 97 |
| *MYL2* | 5´CTTTGGAAAACCTCTCCGCC 3´  5´AGACCATTCTCAACGCATTCA 3´ | 20  21 | 3  4 | 108 |
| *MYL3* | 5´TCTCCAAGAACAAGGACACCG 3´  5´ATCTTCTGTCAGCCTCTCACC 3´ | 21  21 | 4  5 | 140 |
| *MYL6* | 5´GCCAAAACAGACTCCACCTC 3´  5´CAAAGTCATGGGAGCTGAGC 3´ | 20  20 | 3  4 | 84 |
| *MYBPH* | 5´CCTTGTCTTTCTGTCTGCCTT 3´  5´ATGTCTGGAACTGCAACGCTA 3´ | 21  21 | 4  5 | 104 |
| *TNNT1* | 5´GAAAGAGGAAGAGGAGCTGGT 3´  5´GGTTCTGAAGCGCTGTTGTTC 3´ | 21  21 | 3  4 | 85 |
| *TNNC1* | 5´AGGAGATGATTGACGAGGTGG 3´  5´CTTCATGCAGCGAACCATCAT 3´ | 21  21 | 3  4 | 86 |
| *METTL21C* | 5´TCGGAGATTGAGTTCCTCTGT 3´  5´CCAGCTACACTCAGGAGAACT3´ | 21  21 | 2  3 | 146 |
| Reference genes** |  |  |  |  |
| *ACTB* | 5´CCAACCGTGAGAAGATGACC 3´  5´CCAGAGGCGTACAGGGACAG 3´ | 20  20 | 2  3 | 97 |

Fw: forward primer; Rv: reverse primer; bp: base pairs.

*Designed for this study.

** [24]

# Supplementary material for: Comparison of transcriptomic landscapes of different lamb muscles using RNA-Seq
**Source:** PLoS One. 2018 Jul 24;13(7):e0200732. doi: 10.1371/journal.pone.0200732
**Supplement:** S3 Table — Positive log2 fold change (Log2FC) means higher expression in LM vs. SS.

**S3 Table: Top 30 most significant genes detected in Longissimus lumborum (LL) *vs.* Supraspinatus (SS) pairwise comparison.** Positive log_2_ fold change (Log_2_FC) means higher expression in LM *vs.* SS.

| **Functional Characterization** | **Gene Name** | **Log_2_FC** | **P value** |
| --- | --- | --- | --- |
| Regulation of transcription; development and morphogenesis. | HOXD8 | 4.56 | 9.16E-40 |
| Carbohydrate catabolic process; protein phosphorylation. | CHI3L1 | 4.20 | 1.37E-29 |
|  | NTU | 4.79 | 4.38E-25 |
|  | NTU | 5.75 | 4.84E-24 |
| Transcription regulation; cell diferentiation; development. | SIM1 | 4.87 | 1.17E-23 |
| Adrenergic receptor signaling pathway; regulation of sodium channels; thermogenesis. | ADRB2 | -1.67 | 2.12E-23 |
| Muscle contraction. | SNTB1 | 2.27 | 1.15E-22 |
| Muscle fiber organization. | MYL6 | -3.41 | 9.48E-22 |
|  | NTU | 3.83 | 4.23E-21 |
| Cellular potassium ion homeostasis. | KCNMA1 | -1.46 | 4.60E-20 |
| Cytoskeleton protein; cell-cell adhesion. | PDLIM1 | -1.70 | 5.20E-20 |
| Muscle fiber development. | MYL2 | -2.79 | 6.89E-20 |
| Striated muscle tissue development; protein dephosphorylation and sumoylation. | EYA1 | -3.49 | 5.20E-19 |
| Carboxylic acid metabolic process. | GADL1 | 2.21 | 2.15E-18 |
|  | NTU | 4.72 | 3.99E-18 |
| Myofibril assembly; actin binding. | MYOZ2 | -2.29 | 3.06E-17 |
| Chromatin-mediated regulation of transcription. | PADI2 | 4.38 | 3.72E-17 |
| Development and morphogenesis; neuromuscular processes. | HOXC10 | 6.80 | 5.89E-17 |
|  | NTU | 3.06 | 1.15E-16 |
| Regulation of transcription and cell proliferation. | SMYD2 | 1.41 | 1.88E-15 |
| Chemical synaptic transmission; negative regulation of phosphatase activity. | DLG2 | -2.60 | 3.69E-15 |
| Cytoplasmic microtubules organization; intracellular transport. | CCDC88C | 1.54 | 5.22E-15 |
| RNA splicing; heart development. | RBM20 | 1.84 | 2.05E-14 |
| Regulation of ion transmembrane transport | KCNS3 | 2.59 | 2.10E-14 |
|  | NTU | 3.27 | 2.99E-14 |
|  | NTU | 2.96 | 6.71E-14 |
|  | NTU | 3.12 | 8.29E-14 |
| Regulation of synaptic transmission. | PLCL2 | 1.50 | 2.05E-13 |
| Cell adhesion. | CTNNAL1 | 1.17 | 2.21E-13 |
|  | NTU | 1.58 | 2.44E-13 |

NTU: Novel Transcript Unit.

How the deposited data were processed for this re-analysis (not part of the article)

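RNA-Seq counts of 36 samples were used, from 9 muscles of each of 4 lambs. The authors aligned reads to Oar_v3.1 with Tophat, assembled them with Cufflinks together with the Ensembl annotation, and counted the reads of each locus with htseq-count before they deposited the counts, which are whole numbers without normalization. The sample identities came from the sample labels and were checked against S2 Table, where the number of uniquely mapped reads equals the summed counts of the distinct loci in 36 of 36 samples. Each table has 31530 entries for 31136 loci, since 339 loci are listed under more than 1 Ensembl gene, and each locus was used once.

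Depth per sample was 3699148 to 6427422 counts. The precision of each locus follows from its own counts, and 3 counts, taken as the smallest that can be told from 0, are 0.365 to 1.02 CPM on the TMM-normalized scale. Without molecular identifiers, this floor covers counting error only. Samples of the same muscle differed beyond sampling noise in all 54 pairs of animals, with a chi-square per degree of freedom between 5.23 and 24.7. This bears only on whether a library was entered under several animals, since separate animals would differ by more than counting noise in any case. All 4 animals were kept as separate replicates.

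Computations used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, whereas the paper used an earlier edgeR. Loci were filtered with filterByExpr by muscle, which left 12461, and normalized with the TMM method. A negative binomial model with muscle and animal was fitted to all 36 samples. Each of the 36 pairs of muscles was compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment within the comparison, at an FDR of at most 0.01 and an absolute log2FC above 1. The common biological coefficient of variation was 0.195. The pairing of samples comes from the animal numbers in the labels and S2 Table, and the paper's methods also adjust for animal. MDS of the 36 samples used limma's plotMDS on 500 loci, and MDS of muscles used Euclidean distances between muscle means of log2 CPM over the loci called in any comparison. Variance shares are sums of squares of log2 CPM with a prior count of 2.

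The rule for the genes named was fixed in advance. It takes every gene that the paper names for ST vs SS, SM vs SS, LL vs SS or ST vs GM, where the files or a given table pair its identifier with that name, and for each comparison the 5 further loci past the thresholds with the smallest p and the same sign in all 4 animals. Not all of these further loci are reported. Those with the smallest p are, with at most 2 that were higher and 2 that were lower in the first muscle of a comparison, an order set after their values had been seen. Exceptions are the unannotated locus on chromosome 12 between ST and SS, which had a larger p than others not reported, and TPM3 between ST and GM. The locus on chromosome 8 flagged between LL and SS is another exception. A locus paired with a name through another comparison carries that name. The files hold no gene symbols, so names were paired with loci through the coordinates in the paper's tables, which had to fall wholly or almost wholly within those of a tested locus. Where they fall within several loci, the values of each are given and the name is not assigned. Where more than 3 loci share the coordinates, none is reported under the name. Genes for which the paper's tables give no coordinates were not analysed here, and some results that the rule covers are not reported here.

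The procedure was tested on simulated data drawn from the means and library sizes of the samples, with 200 of 11715 loci changed by known fold changes. The quasi-likelihood test called 198 of the changed loci, the likelihood ratio test 198, DESeq2 195 and the fit without animal 174. The changes were placed only in loci without low counts, and all were larger than the fold-change threshold. All loci had the same dispersion. The simulation therefore does not show how many real changes are missed in loci with few counts or near the threshold. A timing run on the real counts preceded this test, with the design and thresholds already fixed.

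The alternatives tried were the likelihood ratio test, fits to only the 8 samples of the muscles compared, the fit without animal, DESeq2, RLE size factors, no filter, at least 10 counts in every sample, an FDR of 0.05, other choices of loci in the MDS, and each animal left out in turn. Enrichment of Gene Ontology terms and the qRT-PCR measurements were not analysed here. No genome sequence was used.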

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

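The tests of the 4 short loci described in the last paragraph were chosen only after the result was seen. A sample far from the 3 others of its group was found in 11 of 128 groups of 4, where 6.4 are expected by chance, so a single case among them, taken alone, cannot be told from chance. The total of animal 1, described in the next paragraph, was the lowest in every muscle.

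The total of 4018634 counts in GM of animal 1 lay below the other GM samples, which had 6025354 to 6350738. Animal 1 had the lowest total in all 9 muscles. The paper's text does not say which samples shared a lane, so lane and animal were not separated, and no biological explanation was tested.

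The other cases were within-animal log2 differences of single loci in which 1 animal stood apart, given here for that animal against the range of the other 3. Between ST and SS, HOXD8 differed by 2.76 against 3.92 to 4.08, and 1 of the loci at STXBP5L (XLOC_002026) by 0.41 against -0.96 to -0.81. Between SM and SS, EYA1 differed by -3.59 against -2.20 to -1.98, a locus at MYBPC1 (XLOC_022048) by -0.61 against -1.78 to -1.71 and the unannotated locus XLOC_026955 by -0.60 against -1.42 to -1.30. Between LL and SS, CHI3L1 differed by 2.63 against 4.38 to 4.74, a locus at MYL6 (XLOC_020184) by 0.39 against 0.14 to 0.18, a locus at MYL2 (XLOC_010642) by -3.76 against -2.67 to -2.45 and a locus with an Ensembl gene on chromosome 8, matched to no gene named in the paper, by 4.48 against 2.70 to 2.98. Between ST and GM, the unannotated locus XLOC_005771 differed by -2.02 against -2.91 to -2.84. CHI3L1, MYBPC1, MYL2, MYL6 and STXBP5L have further loci or genes at the same position, and reads divided between them were not tested as the source of these differences. No biological explanation was tested for a single animal.

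Over all samples, 70.6% of the counts fell on 4 loci without an Ensembl gene, which the paper does not discuss. They are 362, 523, 627 and 250 bp long, on chromosomes 3, 17, 4 and 1, and hold 22.8%, 21.4%, 13.4% and 13% of all counts. As a first explanation, expression that differs between muscles was tested. The number of these loci past the thresholds in any of the 36 comparisons was 0, with 21 of 144 tests at an unadjusted p under 0.05 and a largest absolute log2FC of 0.70. The share of counts they hold differed between muscles, with p = 0.01594 when labels were permuted within animals (100000 permutations) and 48.2% of the variance between muscles. As a second explanation, library or RNA differences between animals were tested, and the share did not differ between animals in a permutation test (p = 0.4264, 5.58% of the variance). Without these loci, the 36 comparisons gave 3314 calls in all, an alternative chosen after seeing the data. Neither test bears on why these loci hold 65.7% to 78.3% of the counts in every sample, since a difference between muscles or animals would not give so high a share in all of them. What the RNA of these loci is was not tested, and the pattern cannot be told apart from a technical one.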

How the results depend on the processing

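The tests, the samples in each fit and all alternatives were chosen before the data were examined, apart from 3 alternatives chosen after seeing the data, which used every entry of the tables as deposited, left out the 4 short loci, or thinned all samples to 3699148 counts. The first 2 kept the DEG counts given here and the joint test within 1.5 times, and thinning was applied to the variance shares alone.

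The number of DEG summed over the 36 comparisons was 3316. It was 5297 with the likelihood ratio test on all 36 samples, 7110 with that test on 8 samples, 6925 at an FDR of 0.05, 1463 with at least 10 counts in every sample, and 1658 to 2540 across the 4 fits that each left out 1 animal. Without the animal block it was 1285, and the joint test of muscles gave 375 loci in place of 1212. The joint test gave 2116 loci with the likelihood ratio test and 428 to 774 with an animal left out. The number of comparisons with a DEG was 34 of 36, and under the alternatives it lay between 31, without the block, and 36, with both likelihood ratio tests and with the quasi-likelihood test on 8 samples.

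For single comparisons, the DEG counts of the main model were 0 for AD and GM, 0 for GB and GM, 3 for AD and LL, 5 for AD and PM, 375 for SM and SS, 275 for ST and GM, 280 for ST and SS and 299 for LL and SS. With the likelihood ratio test on all samples the counts that moved by more than 1.5 times were 1 for AD and GM, 4 for GB and GM, 11 for AD and LL, 14 for AD and PM and 416 for ST and GM. On 8 samples, the likelihood ratio test gave 60 for AD and GM, 46 for GB and GM, 41 for AD and LL, 48 for AD and PM, 648 for SM and SS, 461 for ST and GM and 527 for ST and SS, and the quasi-likelihood test 6 for AD and GM, 5 for GB and GM, 28 for AD and PM and 142 for ST and GM. Leaving out the animal block gave 3 for AD and PM, 136 for SM and SS, 101 for ST and GM, 129 for ST and SS and 175 for LL and SS. With at least 10 counts in every sample there were 0 for AD and LL, 2 for AD and PM, 151 for SM and SS, 105 for ST and GM, 132 for ST and SS and 131 for LL and SS, and 696 loci between AD and LL had an unadjusted p under 0.05. An FDR of 0.05 gave 6 for AD and LL, 9 for AD and PM, 740 for SM and SS, 538 for ST and GM, 578 for ST and SS and 481 for LL and SS. DESeq2 gave 6 for AD and LL and 10 for AD and PM, and the fit without a filter 1 for GB and GM. With 1 animal left out, the counts ranged from 2 to 9 for AD and LL, from 1 to 6 for AD and PM, from 150 to 303 for SM and SS, from 101 to 216 for ST and GM, from 155 to 262 for ST and SS and from 166 to 317 for LL and SS. RLE size factors kept all 8 counts within 1.5 times. The cause of these changes was not tested.

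The rank correlation of the 36 counts with those read from Fig 1 was 0.982. It was 0.996 with the likelihood ratio test on all 36 samples and 0.873 without the block. On 8 samples it was 0.766 with the quasi-likelihood test and 0.852 with the likelihood ratio test. With an animal left out it was 0.879 to 0.93. The median share of variance between animals, 15.4%, was 26.2% in the 500 most variable loci and 11% to 13.8% with an animal left out. The share between muscles, 28.7%, was 31.4% with at least 10 counts, 31.2% in the 500 most variable loci and 33.9% to 37.1% with an animal left out. With 3 animals, no effect of either would give 7.69% between animals and 30.8% between muscles, in place of 8.57% and 22.9% with 4, so these ranges are not comparable with the values from 4 animals. The part of dimension 1 of the samples' MDS due to animals was 39.5%, 61.3% with all loci and 27.6% with a common set of 500 loci. In the MDS of muscles, dimension 1 held 35.6% of the variance, 27% with all loci and 31.6% to 41.4% with an animal left out.

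The 101 log2FC values counted here include those of the further loci that the paper does not name for a comparison. The 2 loci shared by MYL2 and CCDC63 between ST and SS are counted under both names. Of the 101 values, 7 lost significance without the animal block, 3 in the quasi-likelihood test on 8 samples and 1 without a filter. With DESeq2, RLE size factors or a likelihood ratio test, all 101 kept their direction and their side of the threshold. Most of these loci had been chosen for being differentially expressed in the same samples. Their stability under another test of the same counts was therefore largely fixed in advance. Leaving out animals 1 to 4 in turn weakened 1, 1, 4 and 3 values. Leaving out animal 2 also took 1 value past the threshold. With at least 10 counts in every sample only some of these loci remained, 57 of them with the same direction and side of the threshold and 1 with another sign, and the rest had no value. The sign changed in 3 loci that were not called between ST and SS. The locus at PDLIM1 (XLOC_014434) had -0.15, with -0.45 to 0.11 across the fits that each left out 1 animal. Of the 2 loci at FABP3, 1 (XLOC_014385) had 0.036, with -0.19 to 0.15. Of the 2 loci at MYH7B, 1 (XLOC_006682) had 0.023, with -0.10 to 0.21 in such fits. It had -0.043 with at least 10 counts in every sample. The other locus was higher in SS at both names, with log2FC of -2.38 at FABP3 and -4.32 at MYH7B. The cause of the changes of sign was not tested. Depth limits the loci with few counts, since 1.02 CPM is the highest 3-count floor among the samples on the TMM-normalized scale.

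Muscle labels were swapped within animals to see how often other groupings gave as many DEG. For a pair of muscles there are 8 such groupings, too few to reach a share under 0.05. The real grouping was the only 1 of 8 to reach its count for AD and LL, AD and PM, SM and SS, ST and GM, ST and SS, and LL and SS, and 8 of 8 reached the count of 0 for AD and GM and for GB and GM, with 1168 and 984 loci at an unadjusted p under 0.05. With all 9 muscle labels permuted within each animal, 1 of 40 groupings, the real one, reached the total, 1 of 40 the number of loci in the joint test and 1 of 40 the number of comparisons with a DEG. The largest total in the permuted groupings was 10.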

Differences from the paper's values

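Alternatives are those set before the data were examined, and any alternative not named for a comparison left its count apart from the paper's by the same measure.

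Between AD and LL the DEG count was 3 against the paper's 11, and it was 11 with the likelihood ratio test on all 36 samples and 9 with leaving out animal 2. Between AD and PM the DEG count was 5 against the paper's 12, and it was 14 with the likelihood ratio test on all 36 samples, 10 with DESeq2 and 9 with an FDR of 0.05. Between GB and GM the DEG count was 0 against the paper's 4, and it was 4 with the likelihood ratio test on all 36 samples and 5 with the quasi-likelihood test on 8 samples.

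AD and GB differed in 7 DEG, against a DEG count of about 73 in Fig 1, read by eye, and in 76 with the likelihood ratio test on all 36 samples and 83 with an FDR of 0.05. Comparing AD and RF gave 25 DEG (about 59 in Fig 1, read by eye), and 68 with the likelihood ratio test on all 36 samples, 40 with DESeq2 and 64 with an FDR of 0.05. For AD and SS the DEG count was 96 against about 150 in Fig 1, read by eye, and it was 156 with the likelihood ratio test on all 36 samples, 103 with DESeq2, 125 with no filter, 115 with leaving out animal 1, 184 with the quasi-likelihood test on 8 samples and 186 with an FDR of 0.05. AD and SM differed in 58 DEG, against a DEG count of about 130 in Fig 1, read by eye, and in 143 with the likelihood ratio test on all 36 samples. Comparing GB and LL gave 52 DEG (about 96 in Fig 1, read by eye), and 99 with the likelihood ratio test on all 36 samples, 64 with DESeq2, 67 with no filter, 73 with leaving out animal 2 and 117 with an FDR of 0.05. For GB and PM the DEG count was 11 against about 49 in Fig 1, read by eye, and it was 60 with the likelihood ratio test on all 36 samples, 34 with the quasi-likelihood test on 8 samples and 51 with an FDR of 0.05. GB and RF differed in 18 DEG, against a DEG count of about 37 in Fig 1, read by eye, and in 37 with the likelihood ratio test on all 36 samples, 27 with no filter and 32 with an FDR of 0.05. Comparing GB and SS gave 45 DEG (about 130 in Fig 1, read by eye), and 149 with the likelihood ratio test on all 36 samples, 175 with the quasi-likelihood test on 8 samples and 155 with an FDR of 0.05. For GB and SM the DEG count was 21 against about 39 in Fig 1, read by eye, and it was 44 with the likelihood ratio test on all 36 samples, 26 with no filter and 39 with leaving out animal 2.

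GM and LL differed in 5 DEG, against a DEG count of about 22 in Fig 1, read by eye, and in 27 with the likelihood ratio test on all 36 samples, 16 with DESeq2, 20 with the likelihood ratio test on 8 samples and 26 with an FDR of 0.05. Comparing GM and PM gave 5 DEG (about 23 in Fig 1, read by eye), and 24 with the likelihood ratio test on all 36 samples, 17 with DESeq2, 16 with the quasi-likelihood test on 8 samples and 19 with an FDR of 0.05. For GM and RF the DEG count was 44 against about 82 in Fig 1, read by eye, and it was 88 with the likelihood ratio test on all 36 samples, 56 with DESeq2, 60 with no filter, 63 with the quasi-likelihood test on 8 samples and 94 with an FDR of 0.05. GM and SS differed in 65 DEG, against a DEG count of about 100 in Fig 1, read by eye, and in 103 with the likelihood ratio test on all 36 samples, 71 with DESeq2, 85 with no filter, 139 with the quasi-likelihood test on 8 samples and 123 with an FDR of 0.05. Comparing GM and SM gave 84 DEG (about 140 in Fig 1, read by eye), and 178 with the likelihood ratio test on all 36 samples and 119 with no filter. For LL and SM the DEG count was 132 against about 230 in Fig 1, read by eye, and it was 226 with the likelihood ratio test on all 36 samples and 196 with leaving out animal 2. PM and RF differed in 43 DEG, against a DEG count of about 95 in Fig 1, read by eye, and in 109 with the likelihood ratio test on all 36 samples, 81 with DESeq2, 140 with the likelihood ratio test on 8 samples and 125 with an FDR of 0.05. Comparing RF and SS gave 20 DEG (about 41 in Fig 1, read by eye), and 48 with the likelihood ratio test on all 36 samples, 28 with DESeq2, 34 with no filter and 56 with an FDR of 0.05. For RF and ST the DEG count was 28 against about 64 in Fig 1, read by eye, and it was 68 with the likelihood ratio test on all 36 samples, 47 with DESeq2, 87 with the likelihood ratio test on 8 samples and 74 with an FDR of 0.05. SM and ST differed in 86 DEG, against a DEG count of about 130 in Fig 1, read by eye, and in 144 with the likelihood ratio test on all 36 samples, 104 with DESeq2, 148 with the likelihood ratio test on 8 samples and 181 with an FDR of 0.05.

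The paper names a likelihood ratio test adjusted for animals, and its text does not say which samples entered each fit. With all 36 samples, that test brought 22 of these 22 DEG counts within 1.5 times of the paper's, and with the 8 samples of the muscles compared it brought 4. It also moved the count of AD and GM away from 0, the paper's value, to 1 with all 36 samples and to 60 with 8.

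The locus at the coordinates of PDLIM1 (XLOC_014434) had a log2FC of -0.15 between ST and SS against the paper's -1.75, and of -0.23 between LL and SS against the paper's -1.70 in S3 Table. None of the alternatives set before the data were examined closed either gap. The name was paired with this locus through the coordinates in Table 1 alone, and whether another locus carries it was not tested. ENSOARG00000005814, on chromosome 22, had a log2FC of -1.79 between ST and SS and of -1.73 between LL and SS, near the paper's PDLIM1 values. It lies outside the coordinates in Table 1, and closeness of values alone cannot assign the name. Whether the pairing by coordinates is the source of the gap was therefore not settled.

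The paper places GM among the muscles separated from the rest in the MDS on DEG. Here GM ranked 8 of 9 by distance from the center, 7 with the DEG of the likelihood ratio test on all 36 samples, 8 with all loci and 6 to 8 with an animal left out. SM, which the paper names with GM, ranked 4, 3 with the DEG of the likelihood ratio test, 3 with all loci and 4 to 8 with an animal left out. The paper relates dimension 1 to enzyme activities that are lowest in SS. On dimension 1, SS lay at -8.59 and AD at -8.62, with ST at the other end. SS lay farthest from ST with the DEG of the likelihood ratio test (-13.8, AD -9.15), with all loci (-22.1, GM -11.8) and without animal 1 (-20.5, GM -4.29). It did not without animal 2 (-1.48, LL 9.98, ST -20.3), animal 3 (-4.1, PM -8.29) or animal 4 (-5.84, AD -8.21).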

Other observations

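HOXC10 and HOXD8 were lower in SS than in the muscles the paper compares it with. A candidate explanation is the position of the muscle along the body rather than its fiber type, since S1 Fig shows RF, GB, ST, SM and AD in a section of the hind limb and LL and PM in a section of the loin, and SS and GM in neither section. If so, both genes would be higher than in SS in each of the 8 other muscles, including those closest to SS in slow-fiber genes. Both genes were past the thresholds in 7 of the 8 muscles. HOXC10 was past them in all 8, with a log2FC between 6.60 and 7.33 that depends on the count added to 0. HOXD8 fell short in RF, with a log2FC of 1.21 (FDR = 0.202, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the median log2FC of MYOZ2, MYL3, TNNT1, TNNC1, TNNI1 and ATP2A2, PM (0.19) and GB (-0.44) were closest to SS, and the single genes ranged from -0.76 to 1.79 in PM and from -0.83 to 0.46 in GB. HOXD8 and HOXC10 were past the thresholds in both PM and GB. With 7 muscles in place of 8, the test does not settle the explanation, and as each muscle has its own position, position and muscle identity cannot be told apart.

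The share of variation between animals may depend on sequencing depth, which was lowest in animal 1. After thinning each sample to the same total, a check planned only after the counts were seen, the median share of variance over 10264 loci was 14.4% between animals and 28.6% between muscles, against 15.4% and 28.7% over 12461 loci without thinning. No effect of either would give 8.57% and 22.9%. The share between animals was already below the share between muscles without thinning, so the comparison planned, of one share with the other, could not have come out the other way. The share between animals stayed above its no-effect value at equal totals, so unequal totals do not account for all of it. Thinning did not equalize the counts left for other loci, since the 4 short loci held 65.7% to 78.3% of a sample's counts. Unequal depth at those other loci was therefore not excluded as a source.

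Loci without an Ensembl gene made up 40.4% to 50.2% of the DEG in ST vs SS, SM vs SS, LL vs SS and ST vs GM, against 25.4% of the loci tested. No explanation was tested for this difference.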
